# The TBLR1/TBL1 Co‐Factor Complex Acts as a Transcriptional Checkpoint in the Brown Adipose Tissue Response to Prolonged Cold Exposure

**DOI:** 10.1096/fj.202402993RRR

**Published:** 2025-08-11

**Authors:** Sahika Cingir Köker, Foivos‐Filippos Tsokanos, Rabih El‐Merahbi, Ankush Kumar Jha, Karin Cicatelli, Peter Weber, Amit Mhamane, Doris Kaltenecker, Pauline Morigny, Anne Loft, Katarina Klepac, Adriano Maida, Claudia‐Eveline Molocea, Daniela Hass, Elena Sophie Vogl, Ana Jimena Alfaro, Wenfei Sun, Horst Zitzelsberger, Kristian Unger, Julia Szendrödi, Yongguo Li, Mauricio Berriel Diaz, Christian Wolfrum, Alexander Bartelt, Stephan Herzig, Anastasia Georgiadi

**Keywords:** brown adipose tissue, energy expenditure, HDAC3, PKA, PRDM16, TBLR1/TBL1, thermogenesis

## Abstract

Brown adipose tissue (BAT) is a key thermogenic organ, whose activation in response to cold environmental temperatures and β‐adrenergic stimulation requires the proper function of the NCOR/HDAC3 corepressor complex in brown adipocytes. The NCOR/HDAC3 complex is large and multi‐component, including the transducin beta‐like 1 (TBL1) and TBL1‐related 1 (TBLR1) proteins. Loss of TBL1 in the hepatocytes and TBLR1 in the white adipocytes has been shown to impair fasting‐ and β‐adrenergic‐induced lipolysis. However, their roles in BAT thermogenesis remain unknown. Here, we report that deletion of TBLR1 alone in brown adipocytes does not impair the adaptive thermogenic response to prolonged cold exposure. In contrast, simultaneous deletion of TBL1 and TBLR1 dampens β‐adrenergic‐induced lipolysis and mitochondrial respiration in cultured mouse brown adipocytes. Transgenic mice with UCP1‐Cre mediated double deletion of TBLR1 and TBL1 exhibit reduced whole‐body energy expenditure during prolonged cold exposure, lower core body temperature, increased appearance of unilocular adipocytes in BAT, and suppressed expression of metabolic and myogenic PRDM16 target genes. Also, we present some evidence that TBLR1 and TBL1 interact with HDAC3 and PRDM16 in brown adipocytes, potentially suggesting a direct involvement in the PRDM16‐controlled transcriptional program. These findings identify the TBLR1/TBL1 complex as a critical regulator of BAT adaptation to prolonged cold and systemic energy homeostasis, shedding light on the context‐dependent functions of corepressor complexes.

## 1 Introduction

Brown adipose tissue (BAT) is a key thermogenic organ essential for survival in small mammals exposed to low ambient temperatures. BAT thermogenesis relies on non‐shivering mechanisms [1], in which nutrients are dissipated to generate heat via uncoupling of mitochondrial electron transport from ATP synthesis, mediated by uncoupling protein 1 (UCP1) [2], as well as through UCP1‐independent futile cycling pathways [3]. Thermogenesis in BAT accounts for up to 70% of whole‐body oxidative metabolism in mice when fully recruited, making active BAT a major sink for glucose and lipoprotein‐derived lipids [4], and thereby positioning it as a major contributor to cardiometabolic health [5, 6]. Importantly, functional BAT has also been identified in adult humans [7, 8, 9], where it correlates with leanness [10] and favorable metabolic profiles [11], including lower fasting glucose [12], improved insulin‐stimulated glucose disposal [13] and reduced arterial inflammation and calcification [14]. A recent large‐scale epidemiological study further demonstrated that BAT presence was inversely associated with hyperlipidemia, type 2 diabetes, and major cardiometabolic complications [15].

Cold exposure or adrenergic stimulation activates thermogenesis in brown adipocytes in both mice and humans. High expression levels of β3‐adrenergic receptor (ADRB3) in brown adipocytes increase intracellular cAMP levels, stimulating lipolysis, UCP1 activation, and mitochondrial respiration, resulting in an acute increase in systemic oxygen consumption [16]. During prolonged cold exposure, BAT undergoes expansion through the proliferation and differentiation of adipocyte precursor cells into mature brown adipocytes [17, 18, 19], a process regulated at the transcriptional level [20]. In mice, these mature brown adipocytes primarily originate from Myf5‐positive myogenic precursors during both development and cold‐induced remodeling [21]. PRDM16, a key transcription factor, is induced by cold exposure and drives expression of thermogenic genes such as UCP1 in mature brown adipocytes, while also promoting brown adipocyte differentiation from myogenic progenitors. Loss of PRDM16 in brown adipocyte precursors impairs adipogenesis, shifts cell fate toward myogenesis, and leads to pronounced BAT whitening in vivo [22]. The transdifferentiation of myogenic precursors into brown adipocytes requires PRDM16 binding to the nuclear receptor PPARγ, a master regulator of adipogenesis. While PPARγ drives the differentiation of myogenic precursors into adipocytes, PRDM16 is required to specify the brown adipocyte lineage [23, 24].

Nuclear receptors such as PPARγ regulate gene expression by recruiting coactivator and corepressor complexes that modify chromatin accessibility [25]. One such complex—the NCOR/HDAC3 corepressor complex—has a critical role in regulating BAT thermogenesis PEVuZE5vdGU [26]. HDAC3 is essential for the acute thermogenic response in BAT [27]. TBL1 and TBLR1 are also core components of this complex in various tissues [28]. Deletion of TBL1 in hepatocytes leads to hepatic lipid accumulation [29] and TBLR1 deletion in white adipocytes impairs β‐adrenergic receptor‐mediated lipolysis and promotes lipid storage [30]. TBLR1 has been shown to physically interact with PPARγ in white adipocytes [30]. Given the central role of PPARγ in BAT function, we hypothesized that TBLR1 deletion in brown adipocytes would impair cold‐induced thermogenesis. Surprisingly, while TBLR1‐deficient mice exhibited reduced sensitivity to acute β‐adrenergic stimulation, their adaptive thermogenic response to prolonged cold exposure remained intact. In contrast, simultaneous deletion of TBL1 and TBLR1 in brown adipocytes led to impaired adaptive thermogenesis under chronic cold conditions. TBLR1 deletion showed minimal overall disruption of the BAT transcriptional program. However, double deletion of TBLR1/TBL1 dysregulated lipid metabolism gene expression, and histological analysis revealed an increase in unilocular adipocytes within BAT. Importantly, this was accompanied by reduced expression of myogenic gene markers. Moreover, TBLR1/TBL1 deletion decreased the expression of thermogenic and myogenic gene markers, all known PRDM16 targets. Also, we found that TBL1 and TBLR1 interacted with HDAC3 and PRDM16 in brown adipocytes.

Although previous studies suggest functional redundancy between TBL1 and TBLR1 [31], our findings indicate that both are required for full adaptive thermogenesis in BAT during cold exposure. Together, they coordinate PPARγ and PRDM16 transcriptional programs, which are essential for proper BAT function and systemic energy balance.

## 2 Materials and Methods

### 2.1 Animals

For studies in wild‐type mice, eight‐week‐old female C57BL6/N were obtained from Charles River Laboratories (CRL, Brussels, Belgium). Brown adipocyte‐specific TBLR1 knockout mice (BATTKO mice) were generated by crossbreeding homozygous TBLR1^fl/fl^ mice as described by Rohm et al. [30] with heterozygous UCP1‐CreERT2 mice as described by Rosenwald et al. [32]. This resulted in TBLR1^fl/fl^ UCP1‐CreERT2^+^ (BATTKO) and TBLR1^fl/fl^ UCP1‐CreERT2^−^ (Cre− control) mice, the former expressing the cre recombinase in brown adipocytes, resulting in brown adipocyte‐specific genomic recombination and knockout of TBLR1 upon tamoxifen injection. For induction of knockout, 5‐week‐old BATTKO and Cre− control mice were injected intraperitoneally (i.p.) with 100 mg/kg (approx. 2 mg/mouse/day) of tamoxifen (Sigma, Munich), dissolved in 5/6 volume sunflower oil (Sigma) and 1/6 volume ethanol, twice daily for 5 consecutive days. Mice were used at the earliest 3 weeks after the last tamoxifen injection, to minimize nonspecific side effects of tamoxifen. For the mice carrying a brown adipocyte‐specific double deletion of TBLR1 and TBL1 (BATdKO mouse model), we generated homozygous double flox mice for TBL1^fl/fl^; TBLR1^fl/fl^ and bred them with heterozygous Ucp1‐CreERT2^+^ mice. Double deletion of TBL1 and TBLR1 was performed with tamoxifen injections as described above. BATTKO and BATdKO were of a C57BL6/N genetic background. We used both male and female mouse cohorts, since both sexes showed similar phenotypes. All mice were maintained on a 12 h light/dark cycle with regular, unrestricted access to water and chow diet and at room temperature (22°C) unless stated otherwise. For cold exposure challenge experiments, mice were housed at 4°C, 5°C, 8°C, or 30°C for the periods indicated in the text. Organs and serum were collected, snap‐frozen, pulverized for further analysis, and stored at −80°C. Intra‐abdominal visceral white adipose tissue (aWAT) was dissected from the abdominal cavity, inguinal WAT (iWAT) (equivalent to subcutaneous WAT) was dissected from the layer under the skin and outside of the abdominal cavity at the hips. Brown adipose tissue (BAT) was dissected from the interscapular region. Blood serum was obtained by centrifuging blood for 30 min at 4°C and 5000 rpm. For acute CL316,243 (CL) treatment (Tocris Bioscience, Bristol), mice were injected i.p. with 1 mg/kg body weight CL in 0.9% NaCl. Indirect calorimetry was performed with mice housed individually in PhenoMaster cages (TSE Systems, Bad Homburg, Germany) at 30°C, 22°C, 4°C, or 8°C and oxygen consumption (VO_2_), carbon dioxide consumption (VCO_2_), physical activity, feeding, drinking, and body weight were recorded [33]. For the measurement of acute changes in oxygen consumption (VO_2_) in response to CL injection, mini chambers were used to minimize movement and accelerate the rate at which data points can be recorded, allowing for sufficient gas exchange rate to determine respiration in shorter time intervals than when using conventional cages. Long‐term exposure (3 days, 10 days, 3 weeks) for BATTKO was at 4°C and (3 days) for the BATdKO at 8°C. This difference in selected temperatures of the cold exposure protocol is due to the need to comply with evolving ethical standards on animal experimentation (license number ROB‐55.2‐2532.Vet_02‐21‐133). An acute cold tolerance test was done by bringing the mice from 22°C (room temperature) to 8°C for 5 h. All animal handling procedures were performed by the European Union directives and the German animal welfare act and have been approved by the institutional animal welfare officer and local authorities (governmental presidium Karlsruhe, Az. 35‐9185.81/G‐82/12 and ROB‐55.2‐2532.Vet_02‐21‐133).

Core body temperature was measured with a telemetric probe (TA‐F10, Data Sciences International, Cat# TA‐F10), which was surgically implanted into the peritoneal cavity of mice under aseptic conditions. Anesthesia was induced using 2.5% isoflurane. Before surgery, mice received a single subcutaneous dose of buprenorphine (0.1 mg/kg). Additionally, carprofen (20 mg/kg, subcutaneously [s.c.]) was administered after surgery and at least once daily for 2 days postoperatively. No surgical complications were observed, and mice were allowed a minimum recovery period of 1 week before data collection commenced. During telemetry data recording, mice remained in their home cages, which were positioned on telemetry receivers (RPC‐1, Data Sciences International). Data acquisition was carried out using an MX2 matrix (Data Sciences International), with continuous recording via PhysioTel software in PONEMAH Physiology Platform (PhysioTel system and open the software [PONEMAH Physiology Platform v.6.30]). The collected data were subsequently organized into 60‐min intervals using Microsoft Excel.

### 2.2 Primary Adipocyte Progenitor Isolation

All antibodies were obtained from eBioscience. Primary SVF‐derived Lin−Sca1+ adipocyte progenitor cells [34] were isolated from brown adipose tissue of female C57BL6/N mice at age 6–8 weeks, as performed previously in our lab [35]. Tissues were minced, digested with collagenase type II (Sigma, Munich, Germany) and magnetic sorting was used (Milteny Biotech, Bergisch Gladbach, Germany) to eliminate Lin (using anti‐CD16/32, anti‐CD31‐biotin, anti‐CD45‐biotin and anti‐Ter119‐biotin antibodies) and to enrich for Sca1.

### 2.3 Cell Culture and Differentiation

Cells were cultivated under sterile conditions at 37°C, 5% CO_2_, and 95% humidity. Media and supplements were purchased from ThermoFisher Scientific (Braunschweig, Germany) and Dulbecco's modified Eagle's medium (DMEM) with 4.5 g/L glucose was used unless stated otherwise. Brown adipocyte progenitors immortalized by SV40 T infection (preBAT cells [36]) were cultivated to confluency, and differentiation to brown adipocytes was induced by adding 5 μM dexamethasone (Dex, Sigma, Munich, Germany), 0.5 mM 3‐isobutyl‐1‐methylxanthine (IBMX, Sigma, Munich, Germany) and 0.125 mM indomethacin (Sigma, Munich, Germany) for 48 h. After that, cells were maintained in maturation medium (DMEM), 20% DMEM, 10% FBS, 1% P/S, 500 nM Dex, 172 nM insulin, and 3 nM T3 (FBS), 1% penicillin/streptomycin (P/S), 20 nM insulin (Sigma, Munich, Germany) and 1 nM 3,3′,5‐Triiodo‐L‐thyronine sodium salt (T3) (Sigma, Munich, Germany). Cells were harvested or used for assays on day 7 post‐differentiation induction. The PreBAT immortalized brown adipocyte cell line was used for experiments in passages 9 to 16. Primary adipocyte progenitors were cultivated to confluency in laminin (Santa Cruz, Heidelberg, Germany) coated cell culture plates in DMEM, 10% FBS, 1% P/S, and 10 ng/mL murine basic fibroblast growth factor (bFGF) (R&D Systems, Wiesbaden‐Nordenstadt, Germany). Differentiation was induced by exchanging the medium to DMEM, 10% FBS, 1% P/S, 500 nM Dex, 172 nM insulin, and 3 nM T3 for 48 h. After 48 h, Dex was omitted, and cells were maintained in medium DMEM, 10% FBS, 1% P/S, 172 nM insulin, and 3 nM T3. Cells were harvested or used for assays on day 8. For H‐89 (Merck, Darmstadt, Germany) treatment, cells were pre‐incubated for 1 h with/without 0 μM H‐89 and subsequently incubated for 3 h with or without 1 μM CL316,243 (Sigma‐Aldrich) and H‐89.

### 2.4 Recombinant Adenoviruses

For in vitro knockdown of TBLR1 or TBL1, adenoviruses expressing shRNAs targeting the respective mRNA or scrambled control shRNA were cloned as described previously, using the BLOCKiT Adenoviral RNAi Expression System (ThermoFischer Scientific, Braunschweig, Germany) [37, 38], produced in HEK293A cells grown in DMEM high glucose, 10% FBS, 1% (P/S), purified by ultracentrifugation in a cesium chloride (CsCl) gradient, dialyzed against 10% glycerol/PBS, and stored at −80°C.

shRNA sequences were TBLR1, 5′‐GGATGTCACGTCTCTAGATTG‐3′, TBL1, 5′‐GCGAGGATATGGAACCTTAAT‐3′, scrambled shRNA, 5′‐GATCTGATCGACACTGTAATG‐3′. Cells were transduced following public protocols [39] at a multiplicity of infection (MOI) of 10 (primary adipocytes) or 50 (preBAT cells) in the presence of 0.5 mg/mL poly‐L‐lysine (Sigma, Munich, Germany) 2 days before the induction of adipogenic differentiation.

### 2.5 Lipolysis Assay

Differentiated adipocytes were pre‐incubated for 2 h in Krebs Ringer Buffer (KRB) 115 mM NaCl, 5.9 mM KCl, 1.2 mM MgCl_2_, 1.2 mM NaH_2_PO_4_, 1.2 mM sodium sulfate (Na_2_SO_4_) (Applichem), 2.5 mM CaCl_2_, 25 mM NaHCO_3_, pH 7.4, chemicals purchased from Applichem (Darmstadt, Germany), then stimulated for 3 h in KRB containing 5 mM glucose, 5% BSA (Sigma, Munich, Germany), 25 mM HEPES (ThermoFischer Scientific, Braunschweig, Germany) and with or without 1 μM of isoproterenol (Iso, Merck, Darmstadt, Germany). Supernatants were harvested, and non‐esterified fatty acid (NEFA) levels were determined with a kit (WAKO chemicals, Neuss). Results were normalized to protein content as determined by BCA assay (ThermoFischer Scientific, Braunschweig, Germany).

### 2.6 Lipogenesis and Glucose Uptake Assay

Differentiated adipocytes were cultured in low‐glucose, serum‐free DMEM supplemented with 0.3% BSA 24 h before the assay. For the lipogenesis assay, cells were incubated for 2 h with stimulation medium KRB containing 5 mM glucose, 0.3% BSA, 20 mM HEPES, 1 μCi/mL glucose D‐[^14^C(U)] (Perkin Elmer, Rodgau, Germany) with or without 20 nM of insulin. Cells were lysed in 0.5 M sodium hydroxide (NaOH), and ^14^C incorporation into lipids was determined by triglyceride isolation from defined volumes of cell lysate, using 2:1 chloroform: methanol and subsequent scintillation counting of the lower lipid phase, determining counts per minute (cpm). Lipogenesis was calculated compared to samples without insulin treatment. Glucose uptake assays were performed, and results were calculated as described previously [35].

### 2.7 Seahorse Extracellular Flux Analysis

Using a Seahorse XF96 extracellular flow bioanalyzer (Seahorse Biosciences, Copenhagen, the Netherlands), the oxygen consumption rate (OCR) of living cells was determined in response to various stimuli. Primary BAT SVF‐derived Lin^−^Sca1^+^ adipocyte progenitor cells were isolated and plated as described above directly in laminin‐coated XF96 polystyrene (PS) microplates. Two days before the induction of adipogenic differentiation, they were transduced with adenovirus as described above and subsequently differentiated until Day 7, when the measurement was performed. PreBAT cells were transduced with adenovirus and differentiated in 15 cm dishes. On Day 7 of differentiation, adipocytes were trypsinized, counted, and seeded into XF96 cell culture plates. Cells were washed and pre‐incubated with unbuffered minimal DMEM supplemented with 2 mM L‐glutamine, 1 mM pyruvate, and 5 mM glucose (pH 7.4). For fatty acid challenge, instead of DMEM, low buffered KRB (110 mM NaCl, 4.7 mM KCl, 2 mM MgSO_4_, 1.2 mM Na_2_HPO_4_, pH 7.4) was used, supplemented with 2.5 mM glucose and 0.5 mM L‐carnitine (Sigma, Munich, Germany). Cells were stimulated with chemicals provided by the XF Cell Mito Stress Test Kit (Seahorse Bioscience, Copenhagen, the Netherlands) or 1 μM norepinephrine (NE, Sigma, Munich, Germany). For fatty acid challenge, a conjugate solution of 170 μM BSA and 1 mM sodium palmitate (Sigma, Munich, Germany) was generated by heating palmitate in a 150 mM NaCl to 70°C, adding it to 1 volume of a 37°C 340 μM BSA solution, stirring for 1 h, and adjusting the pH to 7.4. Cells were stimulated with BSA alone or with 200 μM palmitate. For primary adipocytes differentiated in XF96 microplates, data were normalized to cell density as determined by fixing cells in 95% ethanol and 5% acetic acid, staining with sulforhodamine (Sigma, Munich, Germany), elution in 10 mM Tris (pH), and determining absorption at 540 nm.

### 2.8 Quantitative RT‐PCR

Cells and tissues were harvested in QIAzol (QIAGEN, Hilden, Germany). RNA was isolated using the RNeasy Micro‐ and Mini Kit (QIAGEN, Hilden, Germany) for cells and tissues, respectively, and cDNA was synthesized with the SuperScript II Kit (ThermoFischer Scientific, Braunschweig, Germany) and Oligo (dT) primers (ThermoFischer Scientific, Braunschweig, Germany). RT‐PCR was performed using the Taqman system with Taqman Gene Expression Master Mix and specific Gene Expression Assays and an ABI StepOnePlus sequence detector (ThermoFischer Scientific, Braunschweig, Germany). Primers: Self‐made primers for *Tbl1* (*Tbl1*_for 5′ACGAGGTGAACTTTCTGGTATATCG, *Tbl1*_rev 5′GGACTGGCTAATGTGACTTTCGA, *Tbl1*_probe 5′ATCAGGTTTTTCCCACTCTGCCTTCACG), *Tblr1* (*Tblr1*_for 5′AATGGTGCCCTGGTTCCA, *Tblr1*_rev 5′AGGTGCCATCCTCATTTATGCTA, *Tblr1*_probe 5′CCGCTGCACTCATCTCTATCATCCAGAAA), *Tbp* (*Tbp*_for 5′TTGACCTAAAGACCATTTGCACTT, *Tbp*_rev 5′TTCTCATGATGACTGCAGCAAA, *Tbp*_probe 5′TGCAAGAATGCTGAATATAATCCCAAGCG), *Ucp1* (*Ucp1*_for 5′CCTTCCCGCTGGACACTG, *Ucp1*_rev 5′CCTAGGACACCTTTATACCTAATGGT, *Ucp1*_probe 5′CAAAGTCCGCCTTCAGATCCAAGGTG); *Fabp4* (mm00445880_m1).

mRNA levels relative to TATAbox binding protein (*Tbp*) expression were calculated by the delta Ct method [40].

### 2.9 RNA Sequencing

For isolation of total RNA RNeasy Micro Kit (Qiagen) was used, and samples were processed according to the manufacturer's protocol. For samples from BAT‐specific double knock‐out mice (BATdKO), library preps have been performed using Lexogen's QuantSeq 3′ mRNA‐Seq Kit FWD HT, following the manufacturer's instructions. This kit produces libraries containing a 3′ tag from each transcript and is compatible with Illumina sequencing. Finally, libraries were quality controlled on a Bioanalyzer with a Bioanalyzer High Sensitivity DNA Analysis Kit (Agilent Technologies Inc.), and quantified via fluorometric measurement (Quanti‐iT PicoGreen dsDNA Assay Kit [Invitrogen]). The libraries were pooled in equimolar proportions and sequenced as 150 bp paired‐end sequencing on an Illumina HiSeq4000 (Illumina Inc.). Raw sequencing data processing followed Lexogen's recommendations. In short, on average 4.5 M reads per sample were generated, and only the forward read was used for quantification. Raw reads were trimmed by BBDuk [41], and alignment was performed by STAR aligner (2.5.3a) to the mouse genome GRCm38. Read summing and quantification on the gene‐level was computed by Rsubread. We used the count‐based expression matrix for our analysis. The resulting count‐based expression matrix was subjected to extensive quality control based on expression distribution, correlation analysis, and PCA; outliers were then removed. Differential gene expression analysis was performed using DESeq2 standard library [42]. Over‐representation analysis was done in clusterProfiler [43]. All *p*‐values were adjusted for multiple testing using the Benjamini‐Hochberg method, with *p*_adj_ < 0.1 considered significant.

For the BAT‐specific deletion of only TBLR1 (BATTKO), BAT RNA was isolated and subjected to gene expression analysis using mouse 430.2 arrays (Affymetrix). cDNA was synthesized and hybridized according to the manufacturer's recommendations. Annotations of the arrays were performed with the CustomCDF (Version 14) with Entrez‐based gene definitions. The Raw fluorescent intensity values were normalized by quantile normalization. Differential gene expression was analyzed based on log‐linear mixed model ANOVA with a commercial software package (SAS JMP7 Genomics, version 4). Significantly differentially expressed genes were defined based on a cutoff for false discovery rate *p* < 0.05. Ingenuity software (IPA) was used for pathway analysis.

### 2.10 LISA Analysis for Transcription Factor Prediction

To identify candidate transcription factors (TFs) regulating the transcriptional changes observed in BATdKO mice exposed to 8°C, we employed the LISA (Epigenetic Landscape In Silico Subtraction Analysis) tool [44]. This approach integrates motif enrichment and ChIP‐seq binding profiles from CistromeDB, a comprehensive public database of epigenomic data, to predict TFs likely to control a given gene set.

Separate LISA analyses were performed on the lists of significantly upregulated and downregulated genes in BATdKO 8°C versus Cre− 30°C. The tool calculates TF enrichment *p*‐values based on the overlap between known TF binding sites and the regulatory regions of the input gene set, across multiple epigenomic reference datasets. The output includes multiple sample‐specific *p*‐values for each TF (derived from distinct ChIP‐seq experiments) and a combined score that ranks TFs according to the overall strength and consistency of evidence supporting their regulatory role.

### 2.11 Protein Analysis

Cells were harvested in protein extraction buffer (PEB) consisting of 25 mM Tris–HCl, 100 mM NaCl, 1 mM EDTA, 0.5% Triton‐X100, 0.5% NP‐40, 1× protease inhibitor cocktail (PIC) (Sigma, Munich, Germany), 1× phosphatase inhibitor cocktail (Sigma, Munich, Germany), 0.5 mM sodium orthovanadate (Na_3_VO_4_) (Sigma, Munich, Germany), 10 mM sodium fluoride (NaF) (Sigma, Munich, Germany) and 10 mM glycerol‐2‐phosphate (G_2_P) (Sigma, Munich, Germany) (pH 7.4). Tissue protein lysates were generated by homogenizing pre‐pulverized tissue in a tissue lyser with PEB. Twenty to fifty micrograms of protein was loaded onto 10% SDS‐polyacrylamide gels and blotted onto nitrocellulose membranes. Western blotting was performed using primary antibodies against ATGL (4126, New England Biolabs GmbH, Frankfurt, Germany), HSL (4107, New England Biolabs GmbH, Frankfurt, Germany), phosphorylated HSL (4126, New England Biolabs GmbH, Frankfurt, Germany), TBL1 (ab24548, Abcam, Cambridge, UK), TBLR1 (NB600‐270, R&D Systems GmbH, Wiesbaden Nordenstadt, Germany), VCP (ab11433, Abcam, Cambridge, UK), and UCP1 (Calbiochem, order no. 662045). Band intensity quantification was done with ImageLab software.

For co‐immunoprecipitation (co‐IP), mouse primary adipocyte progenitors from the SVF cells or PreBAT cells were differentiated to brown adipocytes and used for experiments at 8 days post‐differentiation induction. At day 8, cells were lysed in IP buffer (50 mM Tris–HCl, 1 mM EDTA, 150 mM NaCl, 1% Triton‐X100, pH 7.4). Total protein was quantified using the BCA Pierce kit (cat. Number 23225, ThermoScientific), and 500 μg of total cell lysate was brought into a volume of 400 μL of IP solution (input). The cell lysate was then mixed with 4 μg of TBL1XR1/TBLR1 or IgG isotype control antibody and rotated at 4°C overnight. The next day, 40 μL of prewashed agarose beads (ROC‐PAG50‐00‐0002) were added and rotated at 4°C for 2 h. Samples were then centrifuged at 1500× *g* for 3 min at 4°C. A portion of the supernatant (flow‐through) was collected and stored for analysis. The beads were washed four times with cold IP buffer. After the final wash, beads were resuspended in 20 μL of 3× SDS sample buffer and boiled at 95°C for 7 min. Samples were centrifuged briefly, and the supernatants (pull‐down fraction was collected and used for Western blot analysis). A 4% of the input was loaded on the gel. Materials used in the co‐IP experiment: SEPHAROSE (TM) PROTEIN A/G, Sepharose 2 mL: catalogue number, ROC‐PAG50‐00‐0002. PRDM16 Polyclonal Antibody (LIFE TECHNOLOGIES: PA520872), TBL1XR1/TBLR1 (D4J9C) Rabbit mAb: 74499S, TBL1x: Proteintech, polyclonal Rabbit: 13540‐1‐AP, HDAC3: abcam_ ab32369, Rabbit IgG control: Cell signaling, 3900, GAPDH (14C10) Rabbit mAb #2118 Cell signaling, and abcam_ab106410 against PRDM16.

### 2.12 Immunohistochemistry

Excised BAT samples were fixed in 4% (*w*/*v*) neutrally buffered formalin, embedded in paraffin, and cut into 3‐μm slices for H&E staining or immunohistochemistry. For evaluation of lipid content, H&E sections were scanned with an AxioScan.Z1 digital slide scanner (Zeiss, Jena, Germany) equipped with a 20× magnification objective. Images were evaluated using the commercially available image analysis software Definiens Developer XD 2 (Definiens AG, Munich, Germany) following a previously published procedure [45]. The calculated parameter was the ratio of the total area of lipid vacuoles per whole tissue section.

For UCP1 immunoreactivity, sections of samples were stained on a Discovery XT automated stainer (Roche Diagnostics) employing rabbit anti‐UCP1 antibody (1:1500; Abcam, ab10983). Signal detection was performed using biotinylated goat anti‐rabbit (1:750, Vector BA‐1000) as a secondary antibody and the Discovery DAB Map Kit (Ventana Medical Systems, Tucson, AZ, USA). The stained tissue sections were scanned with an AxioScan.Z1 digital slide scanner (Zeiss) equipped with a 20× magnification objective. Images were evaluated using the commercially available image analysis software Definiens Developer XD 2 (Definiens AG, Munich, Germany). The calculated parameter was the mean chromogen brown intensity of the UCP1stained tissue.

### 2.13 Statistical Analysis

Statistical analysis was performed by two‐tailed Student's *t*‐test; for RT‐PCR data, this was calculated on log10‐transformed data, and significance was assumed at *p* < 0.05. For pairwise multiple comparison procedures, an ANOVA analysis based on the Student–Newman–Keuls Method was performed.

## 3 Results

### 3.1 PKA‐Dependent Induction of TBLR1 During Cold Adaptation

Differential expression of distinct transcriptional regulators under divergent environmental conditions often reflects their causal roles in (patho) physiological adaptation. Because of the shared NE/cAMP‐driven endocrine environment, the fasting‐induced expression of TBLR1 in mouse and human WAT [30] initially prompted the hypothesis that TBLR1 may also be regulated by cold exposure. To investigate this, we exposed C57BL6/N mice to cold temperatures and assessed *Tblr1* levels in BAT, a key cold‐responsive tissue.

*Tblr1* expression peaked in BAT within the first few hours of cold exposure (Figure 1A). Notably, after the initial rise, *Tblr1* mRNA levels gradually declined over the 8‐h time course. To assess whether this induction persists under chronic cold conditions, mice were housed at 5°C for 10 days. In line with the acute response, *Tblr1* mRNA levels remained elevated in BAT after 10 days of housing at 5°C compared to animals housed at 22°C room temperature (RT) (Figure 1B).

**FIGURE 1:**
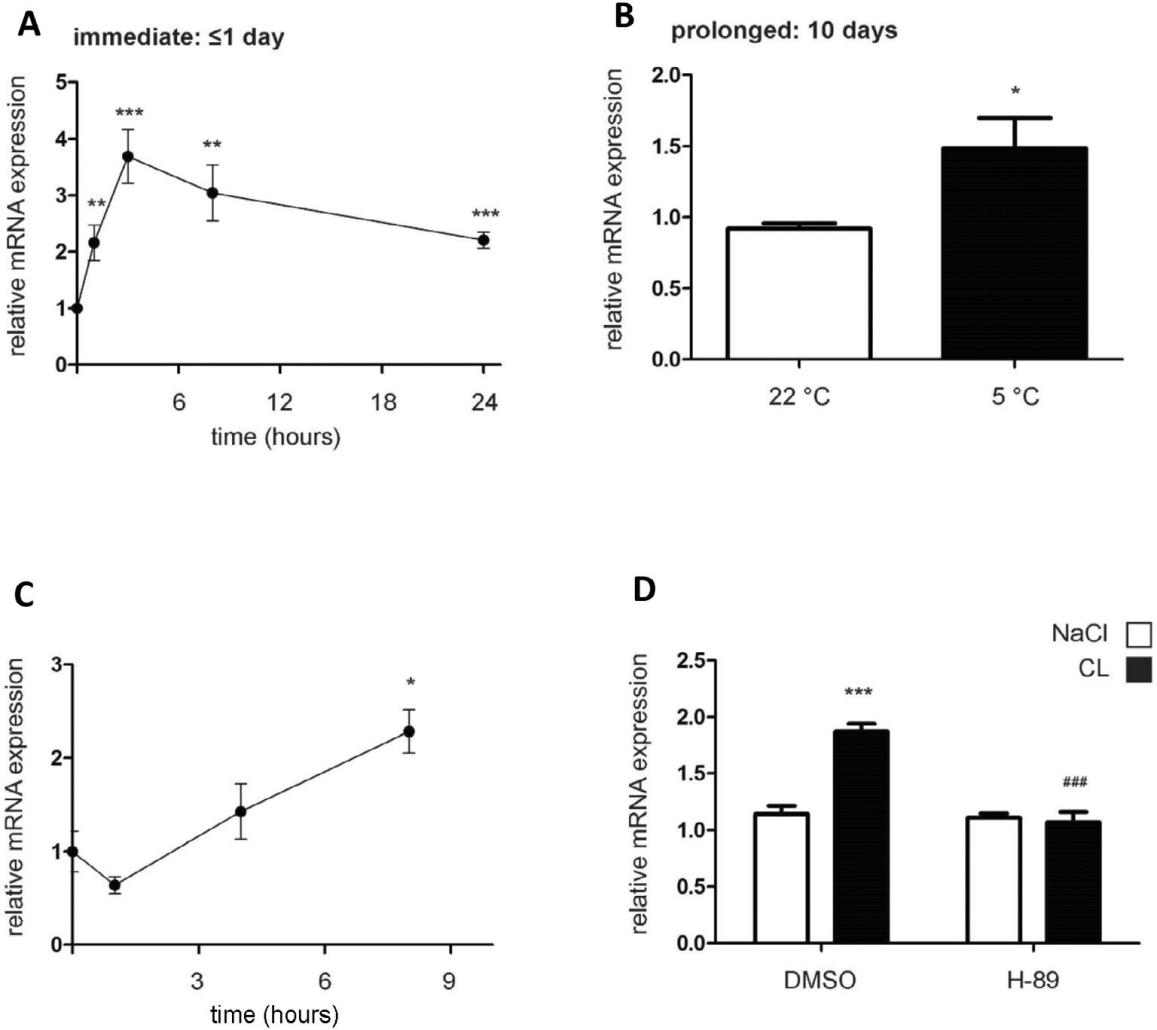
*Tblr1* mRNA expression is regulated by cold and adrenergic stimulation in BAT. (A) qPCR quantification of *Tblr1* mRNA expression in BAT of mice exposed acutely to 4°C ambient temperature, after having been acclimatized for 2 weeks at 30°C ambient temperature (*n* = 7). (B) qPCR quantified mRNA levels of *Tblr1* in BAT of mice housed at 22°C or 5°C for 10 days (*n* = 7). (C) *Tblr1* mRNA expression in BAT upon injection of 1 mg/kg body weight CL (*n* = 3). (D) qPCR quantification of *Tblr1* mRNA expression in culture‐differentiated PreBAT adipocytes upon 3 h of treatment with 1 μM CL ±50 μM H‐89, *n* = 3 independent experiments, each performed with 3–4 technical replicates per group. Mice WT, females, C57BL6/N, 8 weeks old (A–C). Relative mRNA expression was determined by qPCR using the 2^−ΔΔCT^ method. Expression was normalized to *Tbp* (reference gene), and values are shown relative to the control group. All values are expressed as means ± SEM; Statistics are Student's *t*‐test: *p < 0.05, **p < 0.01, ***p < 0.001, comparisons: (A, C) each time point versus 0 h. (D) Student's *t*‐test: ^###^ *p* < 0.001 comparison CL H‐89 versus CL DMSO and ***p < 0.001 comparison CL DMSO versus NaCl DMSO.

The acute cold response is triggered by noradrenergic signaling [46], leading to increased intracellular cAMP levels [47] and activation of downstream gene expression via the PKA pathway [48]. Indeed, the intraperitoneal (i.p.) injection of the β3‐adrenergic agonist CL316,243 (CL) significantly increased *Tblr1* expression in BAT (Figure 1C). In line with these in vivo findings, the immortalized brown adipocyte cell line PreBAT cells [36] exhibited a robust upregulation of *Tblr1* after 3 h of CL treatment, which was blocked by the PKA inhibitor H‐89 (Figure 1D).

Together, these data demonstrate that cold exposure and β3‐adrenergic signaling induce the transcriptional co‐regulator TBLR1 in BAT and cultured brown adipocytes in a PKA‐dependent manner. These findings support the hypothesis that TBLR1 contributes to the coordination of thermogenesis and systemic metabolic adaptation during cold stress.

### 3.2 Single TBLR1 Loss‐of‐Function Triggers a Compensatory Phenotype Upon Long‐Term Cold Adaptation

To assess the role of TBLR1 in BAT and systemic energy homeostasis, we generated thermogenic adipocyte‐specific knockout mice using a tamoxifen‐inducible Cre recombinase under the control of the UCP1 promoter [32]. Given that TBLR1 deletion in WAT is sufficient to elicit an anti‐lipolytic phenotype [30], we initially crossed Ucp1‐CreERT2^+^ mice with TBLR1^fl/fl^ animals [30]. This approach yielded brown adipocyte‐specific TBLR1 knockout mice, while WAT and other tissues remained unaffected, validating the specificity of the model (Figure 2A). Residual *Tblr1* mRNA expression in BAT is likely attributable to non‐adipocyte cell populations, as described previously [49, 50]. Throughout this study, we refer to the brown adipocyte‐specific deletion TBLR1 knockout mouse as BATTKO. Surprisingly, BATTKO mice showed no differences in whole‐body oxygen consumption at either room temperature (22°C) or cold exposure (4°C) compared to wild‐type (WT) controls (Figure 2B), suggesting that TBLR1 loss in brown adipocytes alone is insufficient to disrupt systemic energy homeostasis under chronic cold conditions. However, under thermoneutral conditions (30°C) with acute CL stimulation, BATTKO mice displayed a blunted oxygen consumption response (Figure 2C). This impaired response was no longer evident when mice were preconditioned to cold temperature for 3 days (Figure 2D) or 3 weeks (Figure 2E), indicating the activation of compensatory mechanisms that mitigate the impact of TBLR1 loss during prolonged cold adaptation, followed by an acute CL injection at 30°C.

**FIGURE 2:**
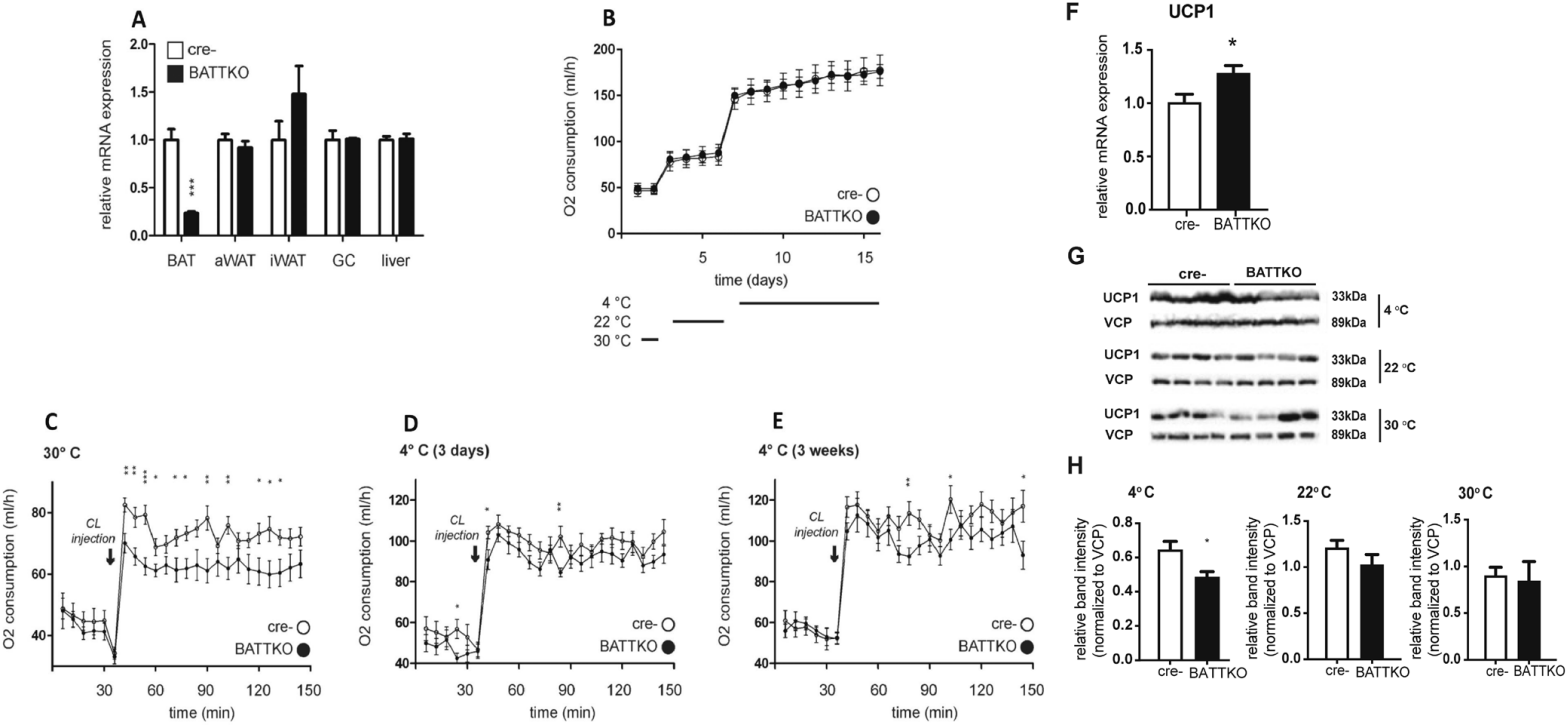
Loss of TBLR1 in brown adipocytes impairs acute adrenergic response, which is compensated during prolonged cold exposure. (A) qPCR quantification of *Tblr1* mRNA expression in brown adipose tissue (BAT), inguinal (iWAT), and abdominal (aWAT) white adipose tissue, gastrocnemius muscle (GC), and liver of BATTKO (TBLR1^fl/fl^; Ucp1‐CreERT2^+^) and control (Cre–: TBLR1^fl/fl^; Ucp1‐CreERT2^−^) mice (*n* = 4–7), 3 weeks after 5‐day tamoxifen treatment. (B) Whole‐body oxygen consumption (O_2_) in BATTKO and control mice housed individually in indirect calorimetry cages (TSE Phenomaster) and sequentially acclimated to 30°C (2 days), 22°C (4 days), and 4°C (10 days) (*n* = 6–7). (C) O_2_ consumption in mice pre‐acclimated to 30°C (3 days), followed by a single intraperitoneal injection of CL (1 mg/kg) at 30°C (*n* = 10 per group). (D, E) O_2_ consumption responses to CL injection (1 mg/kg) in mice preconditioned to cold temperature (4°C) for 3 days (D) or 3 weeks (E) (*n* = 10 per group). For (D, E) injections of CL happened after 3 days at 30°C, post cold exposure. (F) qPCR quantification of *Ucp1* mRNA expression in BAT of BATTKO and cre−mice (control) cold challenged for 10 days to 4°C, *n* = 4 mice per group. (G) Representative Western blot analysis of UCP1 protein levels in brown adipose tissue (BAT) from WT and BATTKO mice under the indicated temperature conditions. Note that samples for each temperature (4°C‐2 days, 22°C‐born and raised, 30°C‐3 days) were run on separate membranes, and thus UCP1 levels cannot be compared across temperatures. Valosin‐containing protein (VCP) was used as a loading control. (H) Quantification of UCP1 band intensity normalized to the loading control (VCP), allowing comparison between genotypes at each temperature for the WB shown (G). Relative mRNA expression was determined by qPCR using the 2^−ΔΔCT^ method. Expression was normalized to *Tbp* (reference gene), and values are shown relative to the control group. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, BATTKO versus Cre– at matching time points.

We hypothesized that TBL1, which remains intact in BATTKO mice, may mediate this compensatory response. Supporting this hypothesis, *Tbl1* mRNA levels were also induced upon acute cold exposure (Figure S1A), and *Tbl1*, CL‐induction in brown adipocytes was blocked by PKA inhibition (Figure S1B).

At the transcriptional level, deletion of TBLR1 in BAT resulted in minimal changes in global gene expression, both at room temperature and during cold exposure (Table S1). Ucp1 mRNA levels were significantly higher in the BAT of cold‐exposed BATTKO mice compared to Cre− controls (Figure 2F). In contrast, UCP1 protein levels were modestly but significantly reduced (~20%) in BATTKO mice upon cold exposure (Figure 2G,H), while no genotype‐dependent differences were observed at 22°C or 30°C. Despite this reduction, cold‐exposed BATTKO mice showed no impairment in energy expenditure, suggesting that this level of UCP1 decrease is not sufficient to compromise thermogenic capacity, consistent with published reports [51]. Among the few significantly regulated genes in the BATTKO upon cold exposure, we noted an upregulation of several genes associated with myogenesis and muscle development, including *Atp2a1* (*Serca1*), *Myh4*, *Pygm*, *Actn3*, *Mybpc2*, *Eno3*, *Myoz1*, *Nrap1*, and *Cacna1s* (Table S1).

### 3.3 Complete Loss of the TBLR1/TBL1 Complex in BAT Affects Systemic Energy Expenditure

The absence of a cold‐induced phenotype in BATTKO mice suggested possible compensation by TBL1. To fully assess the role of TBLR1/TBL1 in BAT function, we generated double knockout mice by crossing TBLR1^fl/fl^ and TBL1^fl/fl^ animals to obtain TBLR1/TBL1 double‐floxed mice. These animals were cross‐bred with the inducible UCP1‐CreERT2^+^ animals as described in Methods to achieve brown adipocyte‐specific deletion of both genes, referred to here as BATdKO.

To examine the adaptive thermogenic response of the BATdKO animals, we performed a cold tolerance test. During acute cold exposure (8°C, for 5 h), both BATdKO and control mice (Cre−) maintained core body temperature (Figure 3A) and showed a comparable increase in energy expenditure (EE) (Figure 3B), indicating that the acute thermogenic response was preserved. However, following prolonged cold exposure at 8°C for 3 days, BATdKO mice exhibited a significant reduction in core body temperature (Figure 3C) and decreased EE across the light–dark cycle (Figure 3D) compared to controls. Body weight, food intake, physical activity, and respiratory exchange ratio remained unaltered (Figure 3E–H). These data suggest impaired BAT thermogenic activity in the BATdKO mice under prolonged cold conditions, likely due to defective BAT remodeling.

**FIGURE 3:**
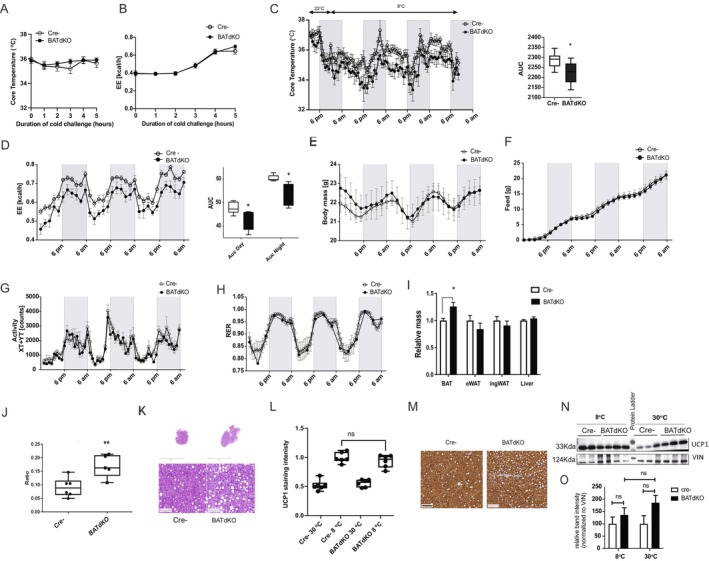
Complete loss of TBL1/TBLR1 in brown adipocytes impairs energy expenditure during prolonged cold exposure. Brown adipocyte‐specific double knockout mice (BATdKO; TBL1^fl/fl^; TBLR1^fl/fl^; Ucp1‐CreERT2^+^) and Cre−negative controls (Ucp1‐CreERT2^−^) were injected intraperitoneally with tamoxifen for 5 consecutive days and analyzed 3 weeks later. (A) Core body temperature and (B) energy expenditure (EE) (kcal/h) during acute cold challenge (8°C, for 5 h) in BATdKO and control mice. For (A, B) *n* = 6 per group. (C) Core body temperature during a 72‐h cold exposure (8°C) and area under the curve (AUC) analysis (*n* = 6 per group). (D) Energy expenditure (EE) during a 72‐h cold exposure (8°C), with representative plots and area under the curve (AUC) analysis for light and dark phases. Body mass (E), food intake (F), and physical activity (G) were recorded throughout 72 h of cold exposure. (H) Respiratory exchange ratio (RER) over the same period. (I) Relative tissue mass of BAT, epididymal WAT (eWAT), inguinal WAT (ingWAT), and liver. (J) Box plots of mean ± SEM for the ratio of total area of lipid vacuoles per whole tissue section are shown for 5–6 mice per group. (K) Representative H&E BAT images for (J). (L) Box plots of mean ± SEM for the chromogen brown intensity for UCP1, in BAT, are shown for 6 mice per group (M). Representative staining images (of L) for UCP1 in the indicated groups, in BAT. (N) Western blot against UCP1 at indicated conditions, VIN (vinculin) is used as a loading control, and relative band quantification normalized to VIN (O). (D–I) *n* = 8 male mice per group for Cre− and *n* = 10 for BATdKO. All data are presented as mean ± SEM; *p < 0.05, **p < 0.01; comparisons are between BATdKO and Cre−negative controls.

Consistent with this, BAT mass was significantly increased in BATdKO mice, while other tissues—including WAT and liver—remained unaffected (Figure 3I). This increase in BAT mass was associated with elevated lipid accumulation (Figure 3J,K), indicative of reduced lipid mobilization or utilization. Despite the thermogenic impairment, UCP1 protein levels were not significantly different between genotypes (Figure 3L–O), suggesting that thermogenesis in BATdKO mice may be impaired at the level of UCP1 activation rather than its expression or protein stability. Circulating glucose, total cholesterol, LDL cholesterol, triglycerides, and NEFA levels were also unchanged (Figure S2).

### 3.4 Loss of TBLR1/TBL1 Impairs the Metabolic Capacity of Isolated Brown Adipocytes

To determine whether deletion of the TBLR1/TBL1 complex affects brown adipocyte energetics in a cell‐autonomous manner, we employed adenoviral vectors expressing shRNAs targeting either *Tblr1*, *Tbl1*, or a non‐targeting control (AV‐shTblr1, AV‐shTbl1, or AV‐shCtrl) in isolated brown adipocytes. Experiments were conducted using both immortalized PreBAT cells [36] and primary brown adipocytes differentiated in vitro from Lin‐, Sca1+ progenitor cells [34]. Because mature adipocytes are inefficiently transduced by adenovirus, viral infection was performed 2 days prior to the induction of adipogenic differentiation. This approach yielded efficient knockdown of *Tblr1* or *Tbl1* (Figure S3A), without affecting adipogenesis, as evidenced by comparable morphology (Figure S3B) and *Fabp4* gene expression in PreBAT cells (Figure S3C).

In contrast, lipolytic activity and glucose uptake were reduced in PreBAT cells lacking both TBLR1 and TBL1 compared to controls, and the impairment was more pronounced than in TBLR1 knockdown alone (Figure 4A,B). Similar reductions were observed in primary brown adipocytes (Figure 4C,D). These defects were accompanied by decreased protein levels of key lipolytic enzymes, hormone‐sensitive lipase (HSL) and adipose triglyceride lipase (ATGL), in the unstimulated state in double knockdown cells compared to shCtrl and shTblr1 conditions (Figure S3D). Furthermore, de novo lipogenesis, assessed as glucose‐to‐lipid conversion, was reduced in PreBAT cells lacking both TBLR1 and TBL1 in the unstimulated state but showed similar levels to the control upon insulin stimulation (Figure 4E). Finally, brown adipocytes deficient in TBLR1 or TBLR1/TBL1 exhibited a blunted mitochondrial response to β3‐adrenergic stimulation (Figure 4F) and to palmitate, a substrate for fatty acid oxidation (Figure 4G), as evidenced by reduced oxygen consumption. These findings suggest impaired capacity for metabolic adaptation to both adrenergic and nutrient‐derived stimuli.

**FIGURE 4:**
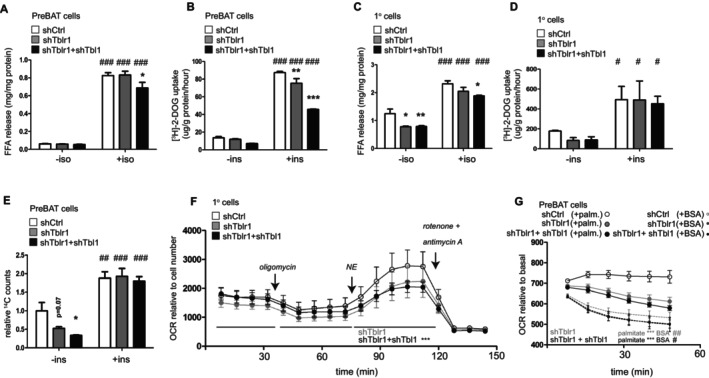
TBLR1/TBL1‐deficient brown adipocytes exhibit impaired metabolic capacity. Primary brown adipocyte progenitors (SVF‐derived) or immortalized PreBAT cells were transduced with adenoviral vectors expressing shRNA targeting *Tblr1, Tbl1*, or a control shRNA (shCtrl), and differentiated into adipocytes in vitro. (A) Free fatty acid (FFA) release from PreBAT cells 3 h after stimulation with 1 μM isoproterenol (Iso) or vehicle (−Iso), as an indicator of lipolytic activity. (B) Glucose uptake assessed by ^3^H‐2‐deoxyglucose (^3^H‐2‐DOG) incorporation into PreBAT cells under basal conditions or after stimulation with 20 nM insulin (Ins) for 20 min. FFA release (C) and ^3^H‐2‐DOG uptake (D) in primary brown adipocytes under the same treatments as in panels (A) and (B), respectively. (E) Conversion of ^14^C‐glucose into lipids in PreBAT adipocytes under basal or insulin‐stimulated conditions. (F) Mitochondrial respiration measured as oxygen consumption rate (OCR) in primary brown adipocytes stimulated with 1 μM norepinephrine (NE). Oligomycin 2 μM, rotenone, and antimycin 1 μM each. OCR was normalized to cell number and analyzed using the Seahorse extracellular flux analyzer. (G) Fatty acid oxidation in PreBAT cells measured by OCR following the addition of 200‐μM palmitate–BSA conjugate or BSA alone. OCR was normalized to basal respiration. Data are presented as mean ± SEM. *n* = 3–4 independent experiments, with 3–4 technical replicates per group. *p < 0.05, **p < 0.01, ***p < 0.001 for shRNA‐mediated knockdown versus shCtrl, within the same treatment group; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 for vehicle versus stimulation (Iso, Ins, NE, palmitate), within the same shRNA target group.

Taken together, these results indicate that the TBLR1/TBL1 complex is essential for metabolic flexibility in brown adipocytes, coordinating lipolysis and glucose uptake—two processes regulated by adrenergic and insulin signaling. Reduced expression of key lipases (HSL, ATGL), along with impaired mitochondrial responses to β3‐adrenergic stimulation and fatty acid oxidation, underscores a critical role for TBLR1/TBL1 in substrate utilization and thermogenic competence. These data support the concept that TBLR1/TBL1 acts as an integrator of metabolic signaling pathways in brown adipocytes, facilitating energy balance during thermogenic activation.

However, these in vitro findings did not fully recapitulate the morphological features observed in vivo in BATdKO mice, such as increased lipid droplet size or overall lipid accumulation, suggesting additional regulatory inputs influence BAT morphology in the intact organism.

### 3.5 Complete Loss of TBLR1/TBL1 in BAT Associates With a Transcriptional Signature Indicative of Altered Lipid Handling and Impaired Function of Myogenic Progenitors

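BAT RNA of 24 mice was sequenced with a kit that makes a single tag near the 3′ end of each transcript, so that counts do not grow with transcript length. The sample labels form 4 groups of 6 mice by genotype and temperature, with Cre- and BATdKO mice each at 30°C and at 8°C. BATdKO mice carry floxed alleles of both corepressor genes and a tamoxifen-inducible Cre recombinase driven by the Ucp1 promoter, and Cre- controls lack the recombinase. For the cold groups the labels give 6 days at 8°C and the paper gives 3 days. For the warm groups the labels give 4 days at 30°C. The labels describe female mice, whereas the legend of Fig. 5 describes males and a smaller number of mice per group than the 6 labelled. The paper's text does not name the mice it kept after removing outliers, so all 24 were used here. The authors trimmed the forward reads, aligned them to GRCm38 with STAR, summed them per gene with Rsubread and deposited raw counts for 12615 genes. The total count per library ranged from 5449299 to 9911940 in Cre- mice at 8°C (median 6776668) and from 2738613 to 11355373 in BATdKO mice at 8°C (median 6312210). At 30°C it ranged from 699703 to 11126592 in Cre- mice (median 7739112) and from 4653609 to 11527643 in BATdKO mice (median 5803498). The mean over all libraries was 7.017 M counts on genes, and the paper's stated average is 4.5 M reads per sample. Fold changes here use the counts. The counts were normalized with edgeR's TMM method and fitted in one quasi-likelihood model with a mean for each of the 4 groups. The 12485 genes that passed edgeR's filterByExpr were tested, with Benjamini-Hochberg adjustment and the paper's adjusted threshold of 0.1. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic.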

To dissect the transcriptional consequences of TBLR1/TBL1 double deletion during cold‐induced thermogenic activation, we performed RNA‐sequencing of BAT from BATdKO and control (Cre–) mice exposed to 8°C for 3 days, alongside control mice maintained at thermoneutrality (30°C). This comparison allowed us to distinguish genes altered by cold exposure from those affected by genotype.

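Both deleted genes had more counts in the libraries labelled BATdKO than in the libraries labelled Cre-. Tbl1xr1, which encodes TBLR1, lies on chromosome 3 of GRCm38 from 22076652 to 22216594. At 8°C it had 39.9 ± 4.01 CPM (counts scaled to the normalized library size; SD, n = 6) in the libraries labelled BATdKO and 20.9 ± 2.24 CPM (SD, n = 6) in those labelled Cre-. Its log2 fold change was 0.92 (standard error 0.17, adjusted p = 0.00349 from edgeR's quasi-likelihood test), and all 6 libraries labelled BATdKO lay above every library labelled Cre- (exact permutation test, two-sided p = 0.00216, the smallest that 6 mice against 6 allow). Tbl1x, on chromosome X from 77511013 to 77662983, had 53.8 ± 6.76 CPM (SD, n = 6) and 40.7 ± 1.88 CPM (SD, n = 6), a log2 fold change of 0.39 (standard error 0.10, adjusted p = 0.0633 from edgeR's test). This call was lost in 9 of the 24 fits that each left out one mouse, with adjusted p up to 0.151, and the gene stayed higher under the BATdKO label in each. Among mice at 30°C, Tbl1xr1 had 32.5 ± 8.71 CPM (SD, n = 6) under the BATdKO label and 24.0 ± 7.61 CPM (SD, n = 6) under the Cre- label, a difference that did not reach a p of 0.05 (exact permutation test, two-sided p = 0.115). Tbl1x was higher under the BATdKO label at 30°C by 0.388 in mean log2 CPM (exact permutation test, two-sided p = 0.026), and in edgeR's test both genes had an unadjusted p under 0.05 there without passing the adjusted threshold (adjusted p = 0.205 for Tbl1x and 0.36 for Tbl1xr1). Of the 24 fits that each left out one mouse, Tbl1x passed it at 30°C in 2 and Tbl1xr1 in 1. In that temperature group, mouse m6 labelled Cre- had 38.6 CPM and mouse m6 labelled BATdKO had 17.0 CPM. Whether the tags near the 3′ end cover the deleted exons was not tested. The higher counts therefore show neither a failed deletion nor exchanged labels at 8°C. Because both deleted genes were higher under the BATdKO label, groups are named by their label throughout.
Between the labelled genotypes at 8°C, 227 of the 12485 genes passed the adjusted threshold of 0.1, with 87 higher and 140 lower in the libraries labelled BATdKO, and 1153 genes had an unadjusted p under 0.05. Between 8°C and 30°C in Cre- mice, 1143 genes passed the adjusted threshold, with 695 higher and 448 lower in the cold, and 2327 had an unadjusted p under 0.05. The library names form a consecutive block for the mice at 30°C and a separate block for those at 8°C. If the blocks were processed apart, a processing effect could not be separated from cold in any result that uses this comparison. The genes with the smallest p between genotypes were Gngt2 (log2 fold change 1.63, standard error 0.17) and, among those lower, Gm47595 (-1.71, standard error 0.22), with adjusted p of 2.99e-06 and 5.16e-05 in edgeR's test. For cold they were the long noncoding RNA 2310069B03Rik (log2 fold change 5.90, standard error 0.44, adjusted p = 2.67e-09) and Impdh1 (-2.63, standard error 0.23, adjusted p = 2.43e-08). Exons of Gngt2 overlap Abi3 on the other strand, and the paper does not state whether reads were counted by strand. Fitting only the groups of each comparison moved the genotype count most, to 477 genes.

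**Figure D1:**
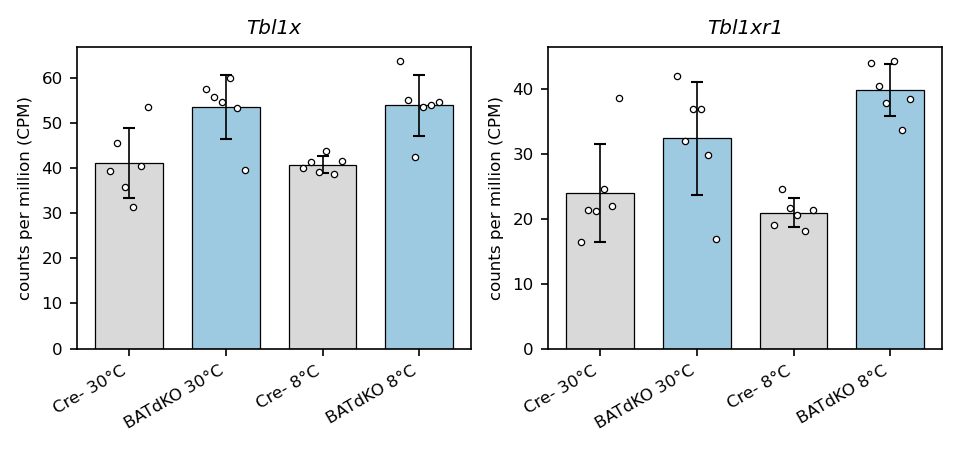
CPM of Tbl1x and Tbl1xr1 in each mouse by labelled genotype and temperature. Bars are means and error bars SDs over 6 mice, and open points are mice in order from m1 to m6. All 6 mice labelled BATdKO at 8°C lie above all 6 labelled Cre- at 8°C for Tbl1xr1.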

Given that TBLR1 and TBL1 function as transcriptional corepressors, we hypothesized that their deletion in brown adipocytes would result in deregulated gene expression, either through derepression of normally suppressed genes or failure to induce thermogenic genes during cold exposure. We defined “derepressed” genes as those significantly upregulated in BATdKO 8°C versus Cre− 8°C (*p* < 0.05) but downregulated in Cre−8°C versus Cre− 30°C (*p* < 0.05). Conversely, “repressed” genes were significantly downregulated in BATdKO versus Cre− at 8°C, but were normally induced by cold in Cre− mice. Using this classification, we identified 100 derepressed genes and 305 repressed genes, indicating a net loss of cold‐responsive gene expression in BAT lacking TBLR1/TBL1 (Figure 5A, Extended File 1). 

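The paper's methods state that p-values were adjusted, with a threshold of 0.1, whereas its definition of these classes gives a p under 0.05 and its sheet of derepressed genes lists unadjusted p-values. With an unadjusted p under 0.05 in each comparison and all 24 mice, 114 genes were derepressed and 273 were repressed. When the paper's adjusted threshold of 0.1 was required in each comparison, 19 genes were derepressed and 78 were repressed. This threshold moved both counts more than any other alternative tried. Of the paper's own list, the 101 genes in its sheet of derepressed genes were all higher in the libraries labelled BATdKO here, and 74 of them met the definition of derepressed. Of the 302 distinct names in its sheet of repressed genes, 235 met the definition of repressed. These lists are calls on the same experiment, so the overlap is no independent test. Log2 fold changes here and in the part of the paper's sheets that was read had the same sign in 1953 of 1953 genes for genotype and in 1987 of 1987 for cold. The Pearson r across genes was 0.999 and 0.9997 (genes are not independent replicates). That part held 1999 genes per comparison, where 12485 were tested here. For genotype it held all 262 genes of the paper's uniquely upregulated sheet, so it is no random sample of genes. The directions are those of the labels, against which both deleted genes were higher under the BATdKO label. From the larger number of repressed genes, the paper reasons that BAT lacking TBLR1/TBL1 has a net loss of cold-responsive expression.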

Only a small number of genes were regulated in the same direction by both cold and genotype (Extended File 1). 

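In the same direction, 40 genes were up by both cold and genotype and 34 were down by both. Of the 461 genes with an unadjusted p under 0.05 in both comparisons, 387 changed in opposite directions, a share of 83.95% (95% Wilson interval 80.32 to 87.02%, which treats genes as independent although they are not). The Cre- mice at 8°C enter both comparisons, as the reference in one and as the cold group in the other. When these 6 mice were divided into 3 and 3, the median share of opposite-direction genes over 20 draws was 92.2% (range 87.1 to 96.2%) with the same 3 mice in both comparisons. It was 74.2% (range 58.3 to 87.7%) with different mice in each. Opposite-direction genes fell from a median of 313.5 to 196.5, and same-direction genes rose from 26.5 to 71. Without mouse m6 labelled Cre- at 30°C, the share over all other mice was 73.5%, the lowest of the 24 fits that each left out one mouse.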

Additionally, we identified genotype‐specific gene changes that occurred in BATdKO at 8°C versus Cre− 8°C, but they were not significantly affected by cold in Cre− mice. These included 262 uniquely upregulated and 338 uniquely downregulated genes (Figure 5B, Extended File 2), reflecting cold‐specific responses that depended on TBLR1/TBL1 deletion per se.

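Among genes with an unadjusted p of 0.05 or more for cold in Cre- mice, 316 were higher and 376 were lower in the libraries labelled BATdKO at 8°C at an unadjusted p under 0.05. At the adjusted threshold of 0.1 in each comparison these numbers were 64 and 58. Of the 262 names in the paper's sheet of uniquely upregulated genes, 259 were matched to the table and 210 met the definition here. Of the 338 uniquely downregulated names, 329 were matched and 262 met it. Of the 23 genes labelled in Fig. 5B, 22 had an unadjusted p under 0.05 for genotype and 10 passed the adjusted threshold over all genes. Adjusted over those 23 genes alone, 22 passed, a count that shows no stability because the genes were called on these data. An unadjusted p above 0.05 for cold does not show that cold had no effect on a gene. The genotype effect was also compared between temperatures with the BATdKO mice at 30°C, by the interaction of genotype and temperature. In that test 12 genes passed the adjusted threshold and 1005 had an unadjusted p under 0.05.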

**FIGURE 5:**
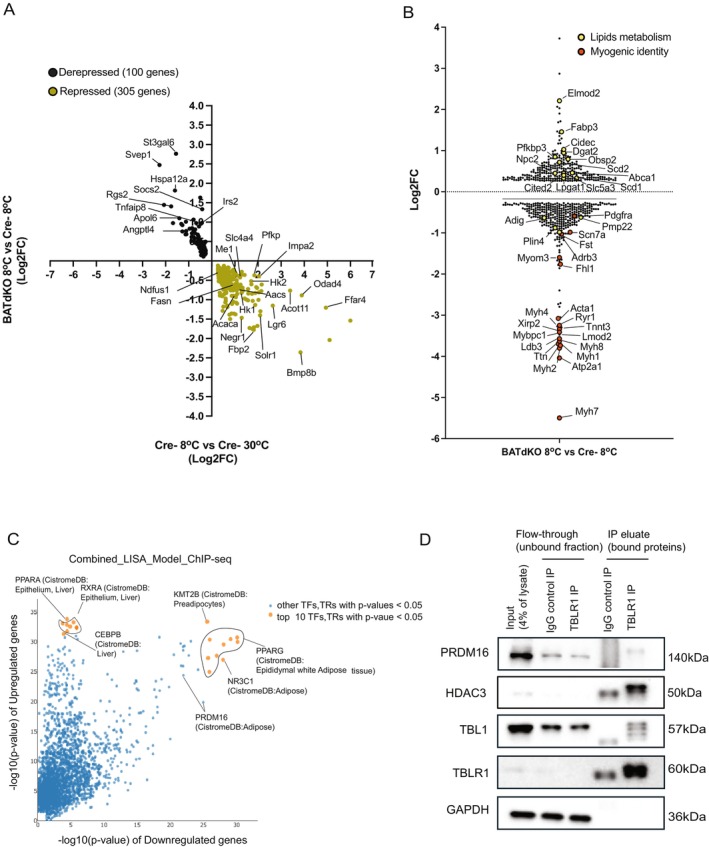
Transcriptionally regulated genes in BATdKO during cold exposure and their predicted transcriptional regulators. (A) Quadrant plot showing the log2 fold change (FC) in gene expression due to genotype (BATdKO 8°C vs. Cre− 8°C) on the *y*‐axis and cold exposure (Cre− 8°C vs. Cre− 30°C) on the *x*‐axis. Genes in the upper‐left quadrant are cold‐repressed in the Cre−, but induced in BATdKO (derepressed), while genes in the lower‐right quadrant are normally induced by cold, but suppressed in BATdKO (repressed). (B) Log2fc mRNA levels of genes altered only by the genotype upon cold exposure (BATdKO 8°C vs. Cre− 8°C). (C) Prediction hit score (−log_10_ *p*‐value) of upstream regulators, based on publicly available ChipSeq datasets, calculated by LISA.cistrome online tool. Data shown in (A, B) are normalized counts from RNAsequencing Illumina, *n* = 3–4 mice per group, males C57Bl6/N. (D) Representative WB of co‐immunoprecipitation (Co‐IP) of indicated proteins at indicated conditions. Co‐IP was performed in total cell lysates from mouse primary brown adipocytes with an antibody against TBLR1 or IgG isotype control. Antibody against PRDM16 is PRDM16 Polyclonal Antibody (LIFE TECHNOLOGIES: PA520872). Note for (D): the migration of eluted proteins may differ from input controls due to buffer composition and sample complexity, a commonly observed phenomenon in co‐immunoprecipitation assays.

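All 15 genes of lipid metabolism, inflammatory signaling and matrix remodeling that the paper lists as derepressed or up (Angptl4, Irs2, Dgat2, Scd1, Scd2, Npc2, Fabp3, Cidec, Cited2, Socs2, Apol6, Hspa12a, Tnfaip8, Svep1 and St3gal6) were higher in the libraries labelled BATdKO at 8°C. Their log2 fold changes ran from 0.33 to 2.71. Of these, 14 had an unadjusted p under 0.05 and 11 passed the adjusted threshold of 0.1 over all genes, whereas Scd1, Scd2, Apol6 and Cited2 did not. With only the mice at 8°C in the model these 4 passed it too, and with DESeq2 Apol6 did, whereas robust dispersion estimates lost Fabp3 and Cidec. Of the 24 fits that each left out one mouse, the call was lost in 5 for Npc2, in 3 each for Fabp3 and Cidec, and in 2 for Angptl4. It was gained in 5 for Apol6 and in 1 for Cited2. Adjusted over the 15 genes alone all 15 passed, but the list is the paper's own calls on these data. Dgat2, on chromosome 7 of GRCm38 from 99153658 to 99182719, had 521.5 ± 76.5 CPM (SD, n = 6) in the libraries labelled BATdKO and 270.2 ± 17.5 CPM (SD, n = 6) in those labelled Cre-. Its log2 fold change was 0.95 (standard error 0.12, adjusted p = 3.82e-05 from edgeR's quasi-likelihood test), and it did not differ with cold in Cre- mice beyond its error (log2 fold change -0.01, standard error 0.12). Angptl4, on chromosome 17 from 33773750 to 33781830, rose by 0.76 on the log2 scale with genotype (standard error 0.19, adjusted p = 0.0434) and fell by 1.28 with cold (standard error 0.19). The largest change of the lipid genes was that of Fabp3 (log2 fold change 1.42, standard error 0.36, adjusted p = 0.0472), whose exons overlap Zcchc17 on the other strand. Scd2, whose reads could be split with its paralog Scd1, had a log2 fold change of 0.70 (standard error 0.38, adjusted p = 0.619). For matrix remodeling, Svep1 (chromosome 4, 58042442 to 58206859) had 8.55 ± 1.69 CPM under the BATdKO label and 1.52 ± 0.487 CPM under the Cre- label (SD, n = 6 each). St3gal6 had a log2 fold change of 2.71 (standard error 0.50, adjusted p = 0.00333). In Cre- mice, 12 of the 15 genes were lower in the cold, 8 with an unadjusted p under 0.05 and 7 past the adjusted threshold. A list of 24 hepatocyte genes held 3.27 to 5.11% of counts in every library, against 0.0812 to 0.438% for 8 adipocyte genes. How much of the counts of any named gene came from brown adipocytes was not measured. The directions follow the labels, under which the deleted genes themselves were higher in BATdKO.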

Among the derepressed genes or genes which only increased in BATdKO upon cold exposure, we noted several genes involved in lipid metabolism including *Angptl4, Irs2, Dgat2, Scd1, Scd2, Npc2, Fabp3, Cidec*, and *Cited2*, and a subset associated with inflammatory signaling such as *Socs2, Apol6, Hspa12a*, *Tnfaip8*, and extracellular matrix remodeling such as *Svep1, St3gal6* (Figure 5A,B). In contrast, metabolic genes for glucose utilization such as *Hk1, Hk2*, and *Pfkp*, mitochondrial respiration and fat oxidation such as *Me1, Ndufs1*, and *Acot11*, and lipid synthesis such as *Acaca and Fasn* were repressed in BATdKO mice upon cold exposure (Figure 5A). 

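The 8 metabolic genes were all lower in the libraries labelled BATdKO at 8°C, with log2 fold changes from -0.91 to -0.32, and all 8 were higher in the cold in Cre- mice. For genotype, 7 had an unadjusted p under 0.05, and Hk1, Acaca and Fasn passed the adjusted threshold of 0.1 over all genes. With only the mice at 8°C in the model, Me1, Ndufs1 and Acot11 passed it as well. Adjusted over the 8 alone, all 8 passed, which is no sign of stability in a list called on these data. Hk1 (chromosome 10 of GRCm38, 62268855 to 62379908) had 11.0 ± 2.98 CPM (SD, n = 6) under the BATdKO label and 20.1 ± 3.60 CPM (SD, n = 6) under the Cre- label. Its log2 fold change was -0.82 (standard error 0.17, adjusted p = 0.011 from edgeR's quasi-likelihood test), and its exons overlap Hk1os on the other strand. Acaca, on chromosome 11 from 84129672 to 84401651, fell by 0.91 on the log2 scale (standard error 0.20, adjusted p = 0.0153). Fasn, on the same chromosome from 120805846 to 120824547, fell by 0.60 (standard error 0.15, adjusted p = 0.0511) and lost its call in 5 of the 24 fits that each left out one mouse. Pfkp did not pass the adjusted threshold (log2 fold change -0.37, standard error 0.19, adjusted p = 0.583 from edgeR's quasi-likelihood test). Its unadjusted p in that test was 0.0626, and it was under 0.05 with only the mice at 8°C in the model. In the cold, Acot11 rose most among the 8 (log2 fold change 3.35, standard error 0.30, adjusted p = 3.72e-08), and its exons overlap Fam151a on the other strand.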

Interestingly, we also observed strong downregulation of myogenic markers (*Acta1, Myh4, Myh7, Myh2, Myh1*) and progenitor cell markers (*Pdgfra*), suggesting impaired maintenance or differentiation of the brown adipocyte precursor pool [52] (Figure 5B). 

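The 5 myogenic markers were lower in the libraries labelled BATdKO at 8°C, with log2 fold changes from -5.39 to -3.04. All 5 had an unadjusted p under 0.05 and none passed the adjusted threshold of 0.1 over all genes. Pdgfra (log2 fold change -0.59, standard error 0.28, adjusted p = 0.533 from edgeR's quasi-likelihood test) did not pass it either. When only the mice at 8°C were in the model, Acta1, Myh1, Myh2 and Myh4 passed it, with adjusted p of 0.0532, 0.0286, 0.0166 and 0.0606 in edgeR's test, while Myh7 was removed by the filter and Pdgfra did not pass. With DESeq2 and all mice, Myh7 alone of the 6 passed (adjusted p = 0.0554). Acta1, on chromosome 8 of GRCm38 from 123891769 to 123894751, encodes skeletal muscle actin. It had 14.9 ± 14.6 CPM (SD, n = 6) under the BATdKO label and 126.5 ± 138 CPM (SD, n = 6) under the Cre- label, with 0.767 to 354.2 CPM among the Cre- mice. Its log2 fold change was -3.04 (standard error 1.27, adjusted p = 0.39). Myh7 had at most 3 counts in every library labelled BATdKO at 8°C, so its change is a lower bound. Counted against 3 counts per library, it was at least 10.7-fold lower than in the libraries labelled Cre-, which had 6.53 ± 10.1 CPM (SD, n = 6). That mean rests on few mice, since mouse m5 had 178 counts of Myh7 and 2 of the 6 libraries labelled Cre- also had at most 3 counts. Myh1, Myh2 and Myh4 are neighbouring paralogs whose reads the authors' counting could have split, and their fold changes had standard errors of 1.21, 1.19 and 1.25. A list of 12 skeletal muscle fibre genes other than these 5 held from 0.00462 to 0.0796% of all counts among Cre- mice at 8°C and from 0.00478 to 0.0126% among BATdKO mice at 8°C. Among Cre- mice at 30°C its share ran from 0.00583 to 0.588%. From the lower myogenic and progenitor markers, the paper proposes that the pool of brown adipocyte precursors is poorly maintained or differentiates less.

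**Figure D2:**
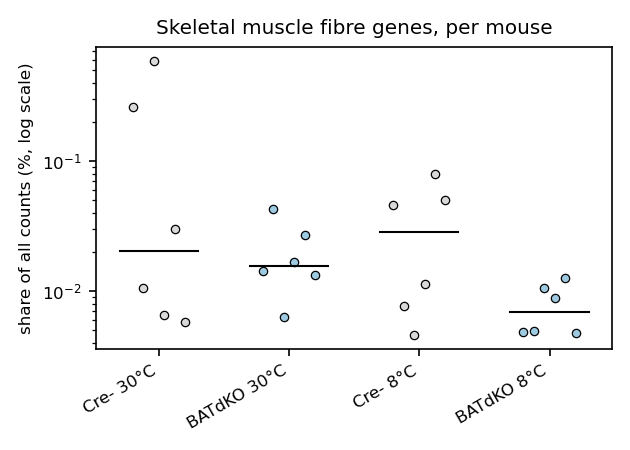
Share of all counts held by 12 skeletal muscle fibre genes in each mouse, by labelled genotype and temperature, on a log axis. Points are mice in order from m1 to m6 and lines are group medians. The highest share, 0.588%, and the lowest, 0.00462%, both belong to mice labelled Cre-.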

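The enrichment analysis could not be repeated because the pathway sets it used are not analysed here. Sets of marker genes written down from general knowledge were tested in their place with edgeR's fry, a rotation test that allows for correlation between genes. Some genes of these sets are also named or labelled in the paper, among them Actn3, Myoz1 and Pygm of the muscle set, there for the single deletion of TBLR1, Pdgfra of the progenitor set, and Ucp1, Prdm16, Adrb3 and Bmp8b of the thermogenic set. Bmp8b, labelled in Fig. 5A, has the lowest log2 fold change of that set (-2.25). For genotype at 8°C, the 12 counted genes of the skeletal muscle fibre set had a median log2 fold change of -2.84, and all 12 were lower in the libraries labelled BATdKO, 9 with an unadjusted p under 0.05. No gene of that set passed the adjusted threshold over all genes, and the set as a whole did not stand apart from the spread between mice (mean log2 CPM 1.03 ± 1.24 and 2.96 ± 2.25, SD, n = 6 each, exact permutation test, two-sided p = 0.0887). The 11 genes of the thermogenic set had a median log2 fold change of -0.01, with 5 higher and 6 lower, 4 of them with an unadjusted p under 0.05 and 2 past the adjusted threshold. Its mean log2 CPM was 6.31 ± 0.194 in the libraries labelled BATdKO and 6.55 ± 0.188 in those labelled Cre- (SD, n = 6 each), a difference that did not reach a p of 0.05 (exact permutation test, two-sided p = 0.0584). Of the adipocyte progenitor set 7 genes were counted, with a median log2 fold change of -0.12. None of the 4 fry tests reached a p of 0.05. That of the B cell set had 1 counted gene of 10 listed, so it could not test B cells as a set. Ighm, an immunoglobulin gene not tested in that set, was higher in the libraries labelled BATdKO at 8°C (log2 fold change 1.46, adjusted p = 5.07e-06 from edgeR's quasi-likelihood test).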

Pathway analysis revealed enrichment of lipid metabolism pathways and suppression of myogenic lineage programs (Figure S4), consistent with the established role of muscle‐like precursors in the origin of brown adipocytes—many of which are targets of PRDM16 [21, 52].

To identify upstream regulators that could explain these transcriptional shifts, we applied the LISA model using publicly available ChIP‐seq datasets, looking for predicted and ChIP‐seq validated motifs in the promoter of input genes. As input genes, we used the derepressed and upregulated genes in the cold exposed BATdKO (termed upregulated for the LISA model) and the repressed and downregulated genes in the cold exposed BATdKO (termed downregulated for the LISA model) to better distinguish transcriptional regulators that are more likely to drive the expression of upregulated or downregulated genes (Extended File 3). 

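By the same definitions, the upregulated input drawn from the counts here would hold 430 genes, the derepressed ones and those up only by genotype. The downregulated input would hold 649 genes, the repressed ones and those down only by genotype. The chromatin data behind LISA are not used here.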

Among the most enriched hits, PRDM16 emerged as a top regulator of the repressed gene set (Figure 5C, Table S2 and Extended File 4). Other transcription factors (TFs) and transcriptional regulators (TRs)—including PPARγ, KMT2B, and NR3C1—were predicted to regulate both upregulated and downregulated gene sets (Figure 5C, Table S2 and Extended File 4).

PRDM16 is a well‐characterized master regulator of brown adipocyte identity, promoting thermogenesis by reprogramming myogenic precursors into brown adipocytes. It functions through interaction with various coregulators to drive the expression of thermogenic genes [23]. Notably, recent studies have shown that PRDM16 physically interacts with HDAC3 [53], modulating its activity in brown adipocytes. To test whether TBLR1/TBL1 physically interacted with HDAC3 and PRDM16 in brown adipocytes, we performed a co‐immunoprecipitation (Co‐IP) experiment using an antibody against TBLR1 to pull down the TBLR1/TBL1 complex and associated proteins. As expected, TBLR1 and TBL1 co‐precipitated, along with the co‐regulators HDAC3 and PRDM16 (Figures 5D and S5). While the IgG control lanes display bands near the molecular weights of TBLR1, TBL1, and HDAC3—likely reflecting overlap with the IgG heavy chain (~50 kDa)—the IP lanes show distinct banding patterns, and the PRDM16 band (~140 kDa) is absent from the IgG control. This supports the specificity of the interaction. While only a fraction of total PRDM16 appears to associate with the TBLR1/TBL1 complex under non‐stimulated conditions, this is consistent with the known biology of PRDM16 as a transcriptional scaffold that forms multiple, distinct complexes depending on the physiological context [54, 55, 56]. These findings may support a model in which disruption of this complex in BATdKO mice contributes to impaired cold‐induced thermogenesis.

## 4 Discussion

Transcriptional coordination is essential for the dynamic remodeling of brown adipose tissue (BAT) in response to cold exposure and for the activation of adaptive thermogenesis. In this study, we identify the transcriptional co‐factor complex TBLR1/TBL1 as a central regulator of this process. Our findings demonstrate that this complex is not only required for proper adrenergic responsiveness of mature brown adipocytes but also contributes to progenitor dynamics during prolonged cold adaptation, thereby promoting systemic metabolic adaptation to environmental cold.

Previously, we showed that mice lacking TBLR1 in white adipose tissue (WAT) exhibit impaired fasting‐induced lipolysis, partly due to reduced *Adrb3* expression and signaling, rendering them prone to high‐fat‐diet‐induced obesity [30]. Given that ADRB3 is highly expressed in BAT and is the primary mediator of adrenergic thermogenesis in mice [16], we hypothesized that loss of TBLR1 in BAT would impair thermogenesis. In support of this, TBRL1 deletion in brown adipocytes blunted oxygen consumption in response to the β3‐agonist CL‐316243—but only under thermoneutral conditions (30°C), where sympathetic nervous system (SNS) input is minimized. However, this defect was rescued after prior cold exposure, suggesting that endogenous SNS activity can compensate for the loss of TBLR1. Thus, similar to its role in WAT, TBLR1 appears necessary for intact ADRB3 signaling in BAT, though BAT possesses compensatory mechanisms that are absent in WAT.

We show that TBL1 likely contributes to these compensatory effects. While the single deletion of TBLR1 did not impair cold‐induced energy expenditure (EE), the combined deletion of TBL1 and TBLR1 significantly reduced EE and impaired cold‐induced thermogenesis, indicating a lack of functional redundancy in BAT. These findings highlight the importance of the TBLR1/TBL1 complex as a regulatory unit. Double knockout (BATdKO) mice also exhibited morphological alterations in BAT, notably increased tissue mass and accumulation of adipocytes with unilocular lipid droplets. Transcriptomic analysis revealed altered expression of genes involved in lipid droplet biology, lipid uptake, and lipid utilization, as well as lipid synthesis. However, in vitro deletion of TBLR1/TBL1 mainly supported a defect in lipid mobilization, rather than increased synthesis in brown adipocytes. Deletion of TBLR1/TBL1 in brown adipocytes reduced β‐adrenergic‐stimulated lipolysis and glucose uptake, while mitochondrial respiration remained similar between single (TBLR1) and double knockdowns. This indicates that the major effect of the double deletion lies upstream of mitochondrial activity, at the level of lipid mobilization. Consistently, HSL and ATGL protein levels were reduced only in the double knockdown, reinforcing the view that TBLR1/TBL1 acts at the level of lipolytic activation in brown adipocytes.

Interestingly, these cell‐autonomous effects did not fully replicate the morphological features observed in BAT in vivo. BATdKO mice exhibited not only larger lipid droplets but also increased numbers of unilocular adipocytes—features not reproduced in cultured cells. Brown adipocytes can arise from both adipogenic and myogenic progenitors, particularly during cold‐induced recruitment. We found broad downregulation of myogenic markers (e.g., *Myh4*, *Myh1*, *Acta1*) in BATdKO mice, suggesting altered regulation at the levels of recruitment or maintenance of this progenitor pool. These observations suggest that TBLR1/TBL1 may regulate progenitor lineage decisions in BAT. Indeed, PRDM16—a transcription factor that governs the fate switch between myogenic and brown adipogenic lineages [22] was suggested by our motif analysis to be a regulator of TBLR1/TBL1‐dependent and downregulated genes. Moreover, we confirmed that TBLR1/TBL1 physically interacts with PRDM16 and HDAC3 in brown adipocytes, supporting a model in which TBLR1/TBL1 participates in a PRDM16‐HDAC3 co‐regulatory complex, by which mechanism could control lineage‐specific and thermogenic gene expression in BAT.

However, our in vitro brown adipocyte model may lack the appropriate context to evaluate the full‐scale functional consequences of the lost interactions between TBLR1/TBL1 and the PRDM16‐HDAC3 co‐regulatory complex, as the brown preadipocyte cultures primarily consist of committed adipogenic progenitors, not bipotent myogenic ones. In vivo, Ucp1 expression can be detected early in the adipogenesis program, potentially allowing for Cre + mediated deletion of TBLR1/TBL1 in early progenitor populations, including transitioning myoblasts to brown adipocytes. Future studies using lineage tracing and myogenic progenitor‐specific deletions will be required to test whether TBLR1/TBL1 directly regulates BAT progenitor commitment or differentiation. Another interesting avenue is whether loss of TBLR1/TBL1 in mature brown adipocytes affects progenitor function indirectly via paracrine signaling.

In summary, our study identifies the TBLR1/TBL1 transcriptional co‐factor complex as a critical regulator of cold adaptation in BAT. By integrating adrenergic signaling in mature adipocytes and controlling PRDM16‐dependent transcriptional programs, TBLR1/TBL1 emerges as a unifying checkpoint that coordinates both the acute and chronic phases of thermogenic remodeling in brown fat (Figure 6). These findings enhance our understanding of transcriptional regulation in BAT and may offer new avenues for modulating systemic energy expenditure in the context of metabolic disease.

**FIGURE 6:**
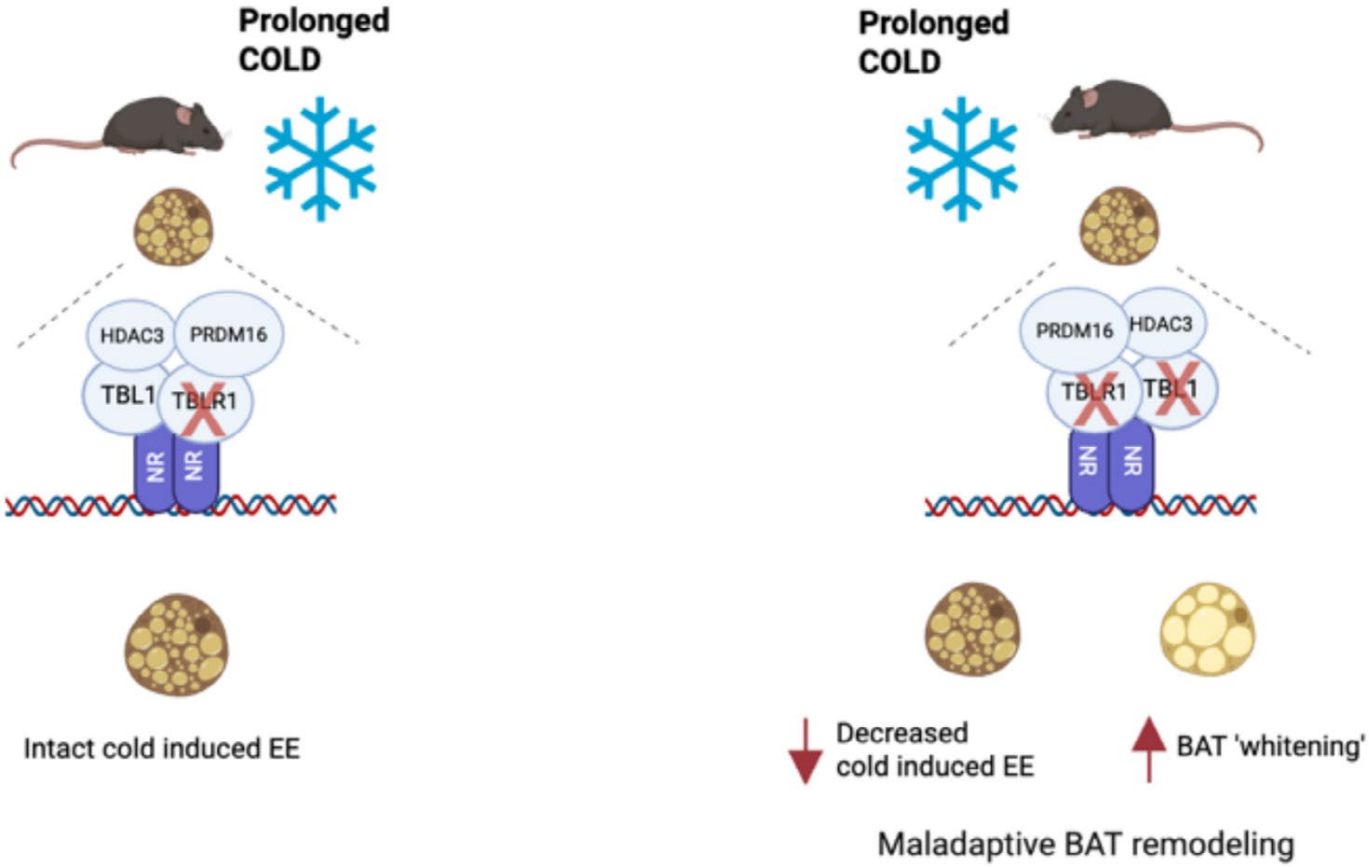
Graphical abstract of proposed model of TBLR1/TBL1 role in BAT adaptive thermogenesis upon prolonged cold exposure. Simultaneous deletion of TBLR1 and TBL1 in brown adipocytes leads to reduced expression of PRDM16 target genes, associated with impaired adaptive thermogenesis and defective BAT remodeling during prolonged cold exposure. While TBLR1 loss alone has minimal effects, the double knockout disrupts cold‐induced energy expenditure and promotes BAT whitening. Mechanistically, PRDM16 forms a complex with TBL1, TBLR1, and HDAC3, suggesting that this co‐repressor module acts as a transcriptional checkpoint essential for the thermogenic and structural adaptation of brown fat.

## Author Contributions

S.C.K., F.‐F.T., R.E.‐M., A.K.J., K.C., P.W., A.Mh., D.K., P.M., A.L., K.K., A.M., C.‐E.M., D.H., E.S.V., and A.J.A. designed and performed experiments, analyzed data, and prepared the manuscript figures. W.S., H.Z., K.U., J.S., Y.L, M.B.D., C.W., and A.B. provided materials and contributed strategic input. S.H. and A.G. conceived the study, analyzed the data, and wrote the manuscript. All authors have read and approved the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** fsb270886‐sup‐0001‐DataS1.xlsx.

**Data S2:** fsb270886‐sup‐0002‐DataS2.xlsx.

**Data S3:** fsb270886‐sup‐0003‐DataS3.xlsx.

**Data S4:** fsb270886‐sup‐0004‐DataS4.xlsx.

**Figures and Tables:** fsb270886‐sup‐0005‐Supinfo.pdf.

## Data Availability

The raw data used for RNA‐seq analysis during the current study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE298802. The data will be publicly available upon publication.

# Supplementary material for: The TBLR1/TBL1 Co‐Factor Complex Acts as a Transcriptional Checkpoint in the Brown Adipose Tissue Response to Prolonged Cold Exposure
**Source:** FASEB J. 2025 Aug 11;39(15):e70886. doi: 10.1096/fj.202402993RRR
**Supplement:** Supplementary file 5 — Figures and Tables: fsb270886‐sup‐0005‐Supinfo.pdf.

## Supplemental information

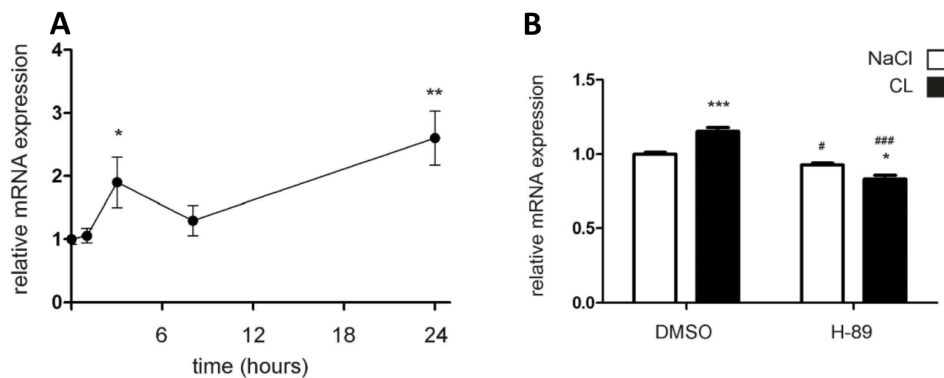

**Supplementary Figure 1.** (A) qPCR quantification of *Tbl1* mRNA expression levels in brown adipose tissue (BAT) of 2-week 30 °C adapted mice upon transfer to 4°C (n=7). (B) qPCR quantification of mRNA expression levels of *Tbl1* differentiated PreBAT adipocytes upon 3 hours of treatment with 1 μM CL ± 50 μM H-89, n = 3 independent experiments, each performed with three to four technical replicates per group. Relative mRNA expression was determined by qPCR using the  $2^{-\Delta\Delta CT}$  method. Expression was normalized to *Tbp* (reference gene), and values are shown relative to the control group. All values are expressed as mean ± SEM Statistics are Student's t-test. Student's t-test: \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. Comparisons: (A) Each time point vs 0hr, (B) \*\*\*p<0.001 CL DMSO vs NaCl DMSO, \* p<0.005 comparison CL H-89 vs NaCl H-89, ### p<0.001 comparison CL H-89 vs CL DMSO and # p<0.005 comparison NaCl H-89 vs NaCl DMSO.

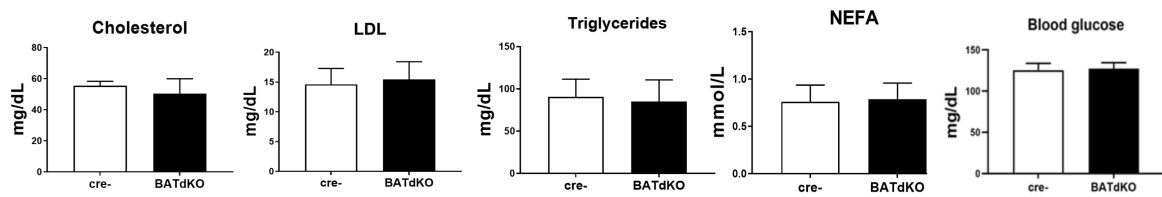

**Supplementary Figure 2.** Serum levels of total cholesterol, LDL cholesterol, triglycerides, non-esterified fatty acids (NEFA) and blood glucose measured at the end of the 7-day cold exposure (8°C). All values are expressed as means  $\pm$  SEM; n = 8 male mice per group for Cre- and n = 10 for BATdKO. Comparisons BATdKO vs cre- were found non-significant (p-value > 0.05), calculated with a Student's t-test, for each serum parameter.

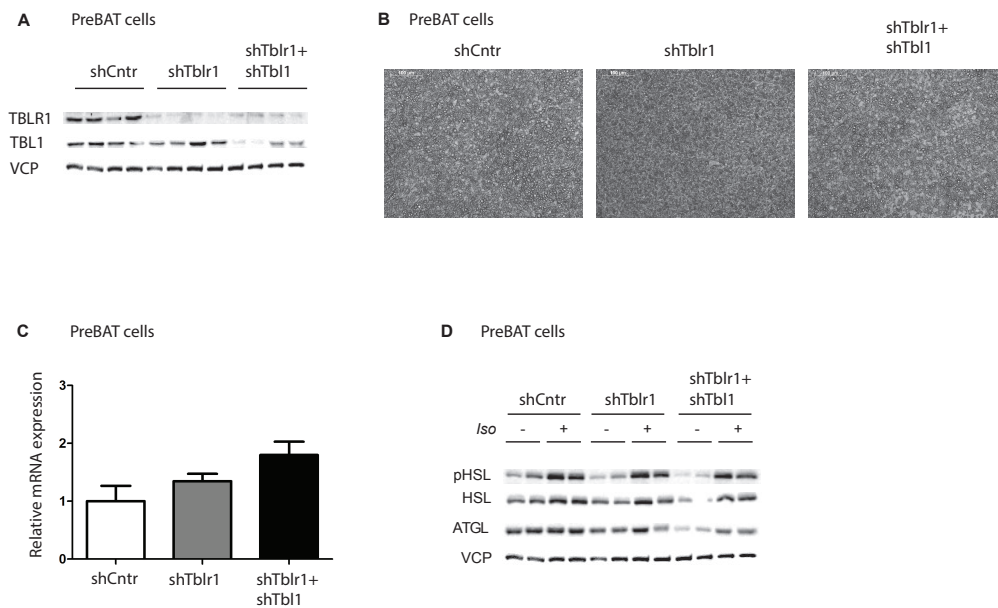

**Supplementary Figure 3.** preBAT cells were transduced with AV (adenovirus) expressing shTblr1 (short hairpin RNA targeting Tblr1), shTbl1 or shCtrl, and they were differentiated in vitro into adipocytes. (A) Western Blot analyses of TBLR1 and TBL1 expression, and VCP as loading control. (B) Representative images of light microscopy of day 8 of post-differentiation induction, of

preBAT adipocytes transduced with indicated AVs. (C) qPCR quantification of *Fabp4* mRNA expression levels in preBAT adipocytes transduced with the indicated AVs. Relative mRNA expression was determined by qPCR using the  $2^{-\Delta\Delta CT}$  method. Expression was normalized to *Tbp* (reference gene), and values are shown relative to the control group. (D) Western Blot analyses of lipase (hormone-sensitive lipase, HSL; adipose triglyceride lipase, ATGL) expression and phosphorylation in preBAT cells upon 15 minutes treatment with 1  $\mu$ M Iso or vehicle. (C) Data shown are mean  $\pm$  SEM, n=3-4 technical replicates per experimental condition.

SUPPL. FIGURE 4

BATdKO 8°C vs Cre- 8°C

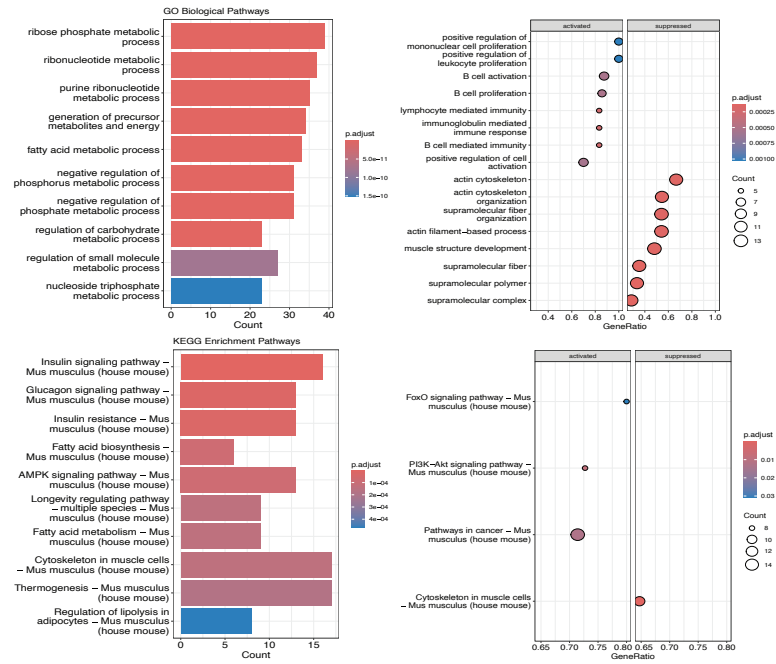

Cre- 8°C vs Cre- 30°C

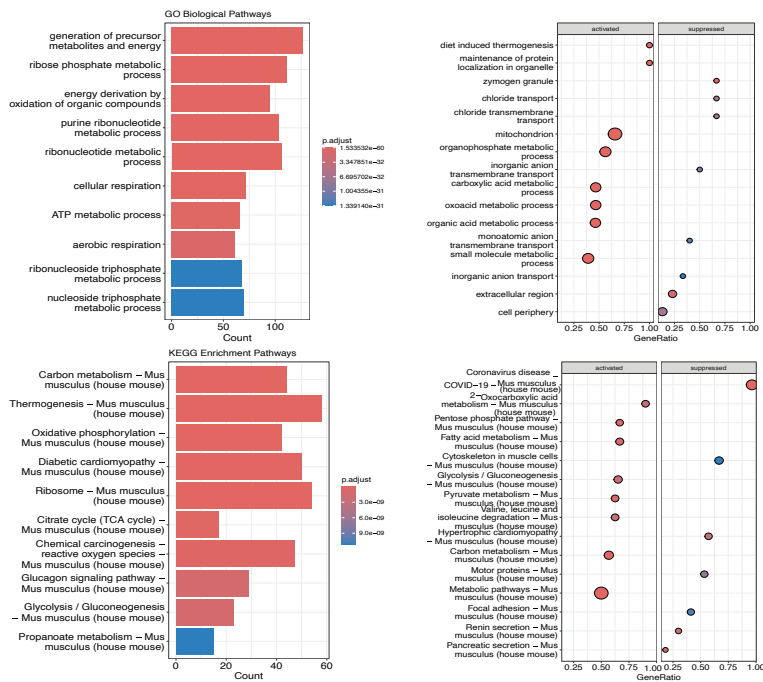

**Supplementary Figure 4: Gene ontology (GO) and KEGG pathway analysis for the comparison BATdKO 8 °C vs Cre-8 °C (upper panel) and for the comparison Cre-8 °C vs Cre-30 °C (lower panel).**

Bar plots show the number of genes per pathway (Counts). Dot plots show the number of genes (Counts) organized in activated and suppressed pathways.

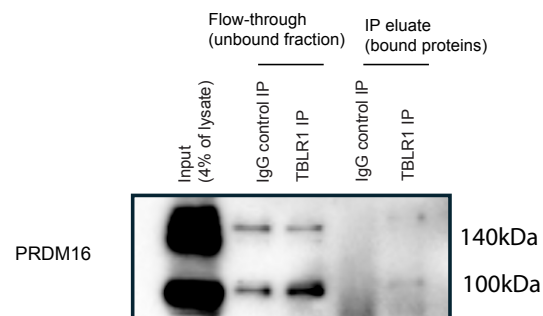

**Supplementary Figure 5: Representative WB of co-immunoprecipitation (Co-IP) of PRDM16.**

Co-IP was performed in total cell lysates from mouse PreBAT adipocytes with an antibody against TBLR1 or IgG isotype control. Antibody against PRDM16 is ab106410 (Abcam). The two bands were detected in the input with this antibody and eluted. (Chi et al.(1) previously reported PRDM16 isoforms corresponding to sizes of 140kDa and 100kDa)

**Supplementary Table 1:** Fold change of significantly regulated genes between BATTKO versus WT control (Cre-), at 22 °C and 4 °C (for 10 days).

| 22°C          |                           |          |
|---------------|---------------------------|----------|
| gene name     | Fold change BATKO vs Cre- | p-value  |
| Gldn          | 1,28                      | 8,86E-03 |
| Nek6          | 1,24                      | 1,88E-02 |
| Dmrt2         | 1,21                      | 2,29E-02 |
| 2410066E13Rik | 1,18                      | 2,94E-05 |
| Cdsn          | 1,17                      | 4,11E-02 |
| Apol6         | 1,16                      | 2,63E-02 |
| Ccnd1         | 1,16                      | 2,68E-02 |
| Slc6a13       | 1,15                      | 3,06E-02 |
| Col12a1       | 1,15                      | 3,41E-02 |
| Plp2          | 1,14                      | 3,17E-02 |
| H2-T23        | 1,14                      | 3,76E-02 |
| Fscn1         | 1,13                      | 2,03E-02 |
| Gp49a         | 1,13                      | 3,88E-02 |
| Il2rg         | 1,13                      | 1,46E-02 |
| Tnc           | 1,13                      | 2,01E-03 |
| Lbp           | 1,12                      | 2,05E-02 |
| Stk10         | 1,12                      | 1,15E-02 |
| Lctl          | 1,12                      | 6,25E-04 |
| 1300014I06Rik | 1,11                      | 4,62E-02 |
| Sh3tc1        | 1,11                      | 3,44E-02 |
| Hist2h3c1     | 0,91                      | 2,75E-02 |
| Slc2a12       | 0,91                      | 8,96E-03 |
| A830018L16Rik | 0,89                      | 2,36E-05 |
| Pcdhga1       | 0,89                      | 6,44E-03 |
| Tst           | 0,89                      | 2,40E-02 |
| Apoc3         | 0,88                      | 2,90E-02 |
| Ifi27l2a      | 0,87                      | 5,97E-03 |
| Cfd           | 0,87                      | 3,57E-02 |
| Orm3          | 0,85                      | 1,61E-02 |
| Elovl3        | 0,83                      | 3,39E-02 |

| 4°C       |                           |          |
|-----------|---------------------------|----------|
| gene name | Fold change BATKO vs Cre- | p-value  |
| Atp2a1    | 1,67                      | 9,21E-03 |
| Myh4      | 1,67                      | 3,42E-03 |
| Pygm      | 1,4                       | 8,04E-03 |
| Actn3     | 1,4                       | 2,28E-03 |
| Mybpc2    | 1,25                      | 8,21E-03 |
| Enp3      | 1,23                      | 8,16E-03 |
| Myoz1     | 1,19                      | 9,38E-03 |
| Nrap1     | 1,13                      | 8,46E-03 |
| Cacna1s   | 1,11                      | 9,73E-03 |
| Glis3     | 1,1                       | 7,69E-04 |
| Npas2     | 1,1                       | 1,25E-04 |
| Myom1     | 1,1                       | 7,40E-03 |
| Ldlr      | 0,92                      | 7,64E-03 |
| Tubb6     | 0,91                      | 6,26E-03 |
| Hsph1     | 0,89                      | 7,58E-03 |
| Pcdhgb8   | 0,87                      | 1,14E-03 |

**Supplementary Table 2:** Ranking of the top 10 candidate transcription factors (TFs) and transcription regulators (TRs) predicted to regulate genes that are upregulated and downregulated in the comparison BATdKO 8°C vs Cre- 30°C. Predictions were generated using the LISA, epigenetic modelling tool, based on transcription factor motifs and validated ChIP-seq data from CistromeDB.

|                     | TFs and TRs | rank | 1st Sample p-value | 2nd Sample p-value | 3rd Sample p-value | 4th Sample p-value | 5th Sample p-value |
|---------------------|-------------|------|--------------------|--------------------|--------------------|--------------------|--------------------|
| Upregulated genes   | PPARA       | 1    | 1.49E-34           | 1.80E-31           | 6.39E-26           | 8.77E-19           | 1.13E-15           |
|                     | KMT2B       | 2    | 3.91E-34           | 2.90E-29           | 6.08E-16           | 1.91E-15           | 1.97E-12           |
|                     | RXRA        | 3    | 5.08E-34           | 7.93E-34           | 1.24E-33           | 2.70E-33           | 3.83E-33           |
|                     | CEBPB       | 4    | 4.53E-32           | 1.40E-29           | 1.27E-27           | 2.67E-27           | 3.96E-27           |
|                     | NR3C1       | 5    | 1.00E-31           | 3.35E-31           | 7.52E-31           | 6.22E-30           | 6.71E-30           |
|                     | PPARG       | 6    | 1.58E-31           | 1.75E-31           | 3.42E-31           | 4.09E-31           | 9.93E-31           |
|                     | NCOR1       | 7    | 5.97E-30           | 4.29E-29           | 1.50E-17           | 1.34E-07           | 1.18E-06           |
|                     | THRB        | 8    | 2.76E-29           | 3.61E-27           | 1.49E-06           | 7.46E-06           |                    |
|                     | CEBPA       | 9    | 1.25E-28           | 1.54E-28           | 2.38E-26           | 5.29E-26           | 1.33E-24           |
|                     | NR1D1       | 10   | 3.08E-27           | 8.29E-27           | 6.28E-25           | 7.39E-24           | 9.84E-24           |
| Downregulated genes | PPARG       | 1    | 7.11E-31           | 8.00E-31           | 8.12E-30           | 9.45E-29           | 1.08E-27           |
|                     | NR3C1       | 2    | 1.17E-28           | 6.48E-25           | 8.29E-24           | 1.25E-22           | 1.27E-09           |
|                     | KMT2B       | 3    | 2.81E-26           | 1.03E-15           | 4.08E-12           | 1.53E-11           | 6.49E-11           |
|                     | PRDM16      | 4    | 1.05E-25           | 1.11E-22           | 5.06E-16           | 2.63E-04           | 7.37E-04           |
|                     | MYOD1       | 5    | 9.71E-21           | 4.19E-18           | 1.15E-15           | 1.34E-15           | 1.13E-14           |
|                     | TBX3        | 6    | 1.47E-20           | 1.39E-18           | 2.08E-03           | 3.80E-02           | 4.56E-02           |
|                     | TAF7L       | 7    | 3.93E-19           | 1.89E-03           | 3.41E-02           |                    |                    |
|                     | EBF1        | 8    | 8.57E-19           | 1.07E-03           | 3.61E-03           | 3.89E-03           | 9.36E-03           |
|                     | CEBPB       | 9    | 4.05E-18           | 3.44E-15           | 3.61E-14           | 1.20E-12           | 5.51E-12           |
|                     | MYOG        | 10   | 4.17E-18           | 2.31E-17           | 5.40E-17           | 1.06E-11           | 1.18E-09           |

## References:

1. Chi, Y. L., and Lin, J. C. (2018) RBM4a modulates the impact of PRDM16 on development of brown adipocytes through an alternative splicing mechanism. *Biochim Biophys Acta Mol Cell Res* **1865**, 1515-1525

How the deposited data were processed for this re-analysis (not part of the article)

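BAT RNA of 24 mice was measured by 3′ tag sequencing, with 6 mice for each combination of labelled genotype (Cre- or BATdKO) and temperature (30°C or 8°C). The authors trimmed the forward reads with BBDuk, aligned them to GRCm38 with STAR, summed them per gene with Rsubread, and deposited raw counts per gene without normalization. The table holds 12615 genes by Ensembl identifier, of which 12608 were matched to a gene symbol. The authors do not state the annotation release, whether reads were counted by strand, or the rule by which genes with low counts were left out, and 351 of the genes in the table have a mean count under 10. The paper describes the removal of outliers from its own analysis, and its text does not name the mice removed. All 24 libraries were therefore used.

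Each column of the table was matched to its sample by the column name, which the sample's description gives, and to its group by the genotype and temperature in the sample label. The mice of a group are called m1 to m6 in the order of the mouse numbers in the labels, which pair no mice between groups. Where the labels and the paper differ, on days in the cold and on sex, samples were grouped by genotype and temperature, on which both are the same.

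The counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were normalized by TMM, genes were filtered by filterByExpr on the 4 groups (12485 kept and 130 removed), and a quasi-likelihood model with a mean for each group was fitted to all 24 libraries. The contrasts were genotype at 8°C, cold in Cre- mice, genotype at 30°C and the interaction of genotype and temperature. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with the paper's threshold of 0.1. Derepressed and repressed genes and the other classes used the paper's definition with its p under 0.05 read as unadjusted. The paper's methods state that all p-values were adjusted, whereas the p-values of its class sheets that could be compared with its full tables were all the unadjusted ones. Standard errors were derived from the F statistic. Gene sets were tested with fry, and single values with exact permutation tests over all assignments of 6 mice against 6. CPM values (counts scaled to library size) and their log2 use the library sizes normalized by TMM, and shares of counts use the total count of the library. Intervals of a share are Wilson intervals at 95% and, like the floor of 3 counts used for the lowest detectable value, cover counting error only.

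The edgeR and DESeq2 steps were tested on simulated data, in which counts were drawn from the real means and library sizes, 12446 genes passed the filter and 200 genes were changed by a log2 fold change of 1. Each tool called 188 of the 200 changed genes (94%), with 0 of wrong sign, and edgeR also called 23 and DESeq2 25 unchanged genes. With no gene changed, edgeR made 1 adjusted call, but 102 genes met the definition of derepressed or repressed and 0 changed in the same direction in both comparisons.

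Alternatives were DESeq2 1.42.0, which is the paper's tool, edgeR's RLE normalization, no filter on low counts, a mean normalized count of at least 10, robust dispersion estimates, a model with only the groups of each comparison, the adjusted threshold for the classes, and leaving out each mouse in turn. DESeq2 together with the mean count of at least 10 was added after the data had been seen. The number of genes was also counted for 100 other divisions of the mice per contrast. Genes named in the text are those the paper's results section on these data names, both deleted genes, Ucp1, Prdm16 and Adrb3, sex-linked genes, and the 3 genes with the smallest p in each direction among those past the adjusted threshold of each contrast. Gene positions and overlaps are from the GENCODE vM21 annotation of GRCm38. Of the 53 named genes in the table, 3 (Pdgfra, Scd2 and Xist) share exon sequence with another annotated gene on their own strand and 24 with one on the other strand. edgeR was run with limma 3.58.1. Calorimetry, histology, the co-immunoprecipitation, the LISA predictions and the data of the single knockout are not analysed here.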

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

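The tests of hepatocyte genes, of sex-linked genes, of exchanged labels and of the mouse labelled Cre- at 30°C were chosen only after the values had been seen, and the other tests were set before. A mouse was singled out when its distance to the nearest mouse of its group was more than 0.625 of the range of the group's 6 values. Of 68 groups of 6 values looked at, 12 had such a mouse, where chance alone gives about 3.4. The measures are correlated, so these counts are not independent.

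At 30°C, 5 of the 12 concern mouse m6 of either label. The mouse m6 labelled Cre- had 38.61 CPM of Tbl1xr1, with the next mouse at 24.6, and 547.9 CPM of Ucp1, with the next at 133.0. Its genotype score, the mean log2 CPM of the 87 genes higher minus that of the 140 genes lower in BATdKO at 8°C, was 1.135, and the next mouse had 0.468. The mouse m6 labelled BATdKO at 30°C had 39.65 CPM of Tbl1x, with the next mouse at 53.36, and a genotype score of 0.423, with the next at 1.011. The score was included after both mice had been noticed, and it weighs the same possibility of exchanged labels that is described with its test under the other observations. Depth does not single out these mice, whose total counts were 9717305 and 5978367.

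The total count of mouse m4 labelled Cre- at 30°C was 699703, the lowest of all libraries, and Eif2s3y had 9.568 CPM there against 4.597 in the next mouse, a value that rests on few counts. Xist had 50.21 CPM in mouse m1 labelled Cre- at 30°C, with the next at 36.24. The share of hepatocyte genes was 3.478% of counts in mouse m1 labelled BATdKO at 30°C, with the next at 4.182%. No biological explanation was tested for these values.

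Muscle genes gave the remaining 4. Myh7 had 4.221 CPM in mouse m2 labelled BATdKO at 30°C (next 0.8469) and 26.28 CPM in mouse m5 labelled Cre- at 8°C (next 7.715). Myh1 had 48.79 CPM in the same mouse m2 (next 16.77) and 10.48 CPM in mouse m5 labelled BATdKO at 8°C (next 3.085). One candidate explanation is skeletal muscle dissected together with the BAT of some mice. The 12 muscle fibre genes had a median SD between mice of one group of 2.37 on the log2 scale, above all of 10000 lists of genes of the same mean expression, whose median was 0.368 and highest value 0.681. The thermogenic set also lay above all of its matched lists (0.52 against a highest value of 0.47), so a wide spread between mice is not specific to tissue from outside the BAT. The share of counts held by the 12 muscle fibre genes differed 127-fold between libraries. Across the 24 libraries, after group means were removed, the mean of these genes followed that of the paper's 5 myogenic genes (Pearson r 0.985 and Spearman rho 0.983, permutation p = 1e-05 each, the smallest 100000 resamples can give; r = 0.981 without the 2 libraries farthest from the median). This is what muscle tissue in some samples would give, and a real difference between genotypes in muscle-like cells cannot be told apart from it with 6 mice per group.

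The genotype effect differed between 8°C and 30°C for 12 genes at an adjusted p under 0.1. The smallest p-values among positive changes were those of Cbr1, with an interaction log2 fold change of 0.8902, Ighm (1.3184) and Ivns1abp (0.72033). Among negative changes they were those of Irak3 (-1.4531), Gm47595 (-1.6326) and Myo5a (-1.6764). In the 24 fits that each left out one mouse, the call was lost in 8 for Myo5a and in 5 for Gm47595. Cbr1, Ighm, Ivns1abp and Irak3 kept theirs in all 24. Robust dispersion estimates also lost Myo5a (adjusted p = 0.134 in edgeR's test). Of 100 divisions of the mice that exchange genotype labels within temperature, 6 gave at least as many genes, the labelled one included. Such divisions also break up the genotype effect at 8°C. They therefore do not decide whether the number of interaction genes stands apart. The number from DESeq2 was not set against divisions. Ighm is an immunoglobulin gene. Of the 10 B cell genes listed beforehand 1 was in the table, so B cells from a lymph node or blood in some samples could not be tested. The paper's results on these data do not use the BATdKO mice at 30°C. Against Cre- mice at 30°C, 1303 genes had an unadjusted p under 0.05 and 0 had an adjusted p under 0.1, in edgeR with all mice. All 100 divisions of these 12 mice gave 0 or more adjusted genes by necessity, and 16 gave at least 1303 at the unadjusted threshold, so these numbers are not above what other divisions give.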

How the results depend on the processing

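Of the results on single genes, none changed sign under any setting or in any of the 24 fits that each left out one mouse. The settings were fixed before the data were examined, apart from DESeq2 with a mean normalized count of at least 10, which was chosen after seeing the data. Of 74 such results, 54 kept their side of the adjusted threshold in all 24 fits, 11 lost a call in some fit and 9 gained one.

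With DESeq2, genotype at 30°C gave 92 genes in place of 0 (1303 at an unadjusted p under 0.05 in edgeR), the interaction 51 in place of 12, and genes down in both comparisons 22 in place of 34. The same 3 values, 92, 51 and 22, came from DESeq2 with the mean count of at least 10. Robust dispersion estimates gave 21 interaction genes and 20 genes down in both. With only the groups of each comparison in the model, genotype at 8°C gave 477 genes in place of 227. With an adjusted p under 0.1 in each comparison in place of the unadjusted threshold, there were 19 derepressed and 78 repressed genes, 4 up in both, 4 down in both, 64 up only by genotype and 58 down only, and the share of opposite-direction genes was 92.38%. The cause of these changes was not tested. RLE normalization, no filter and the mean count of at least 10 in edgeR left every count within 1.5 times its main value.

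Among the gene results, 71 of 74 stayed on their side under DESeq2 and 3 gained a call, 69 of 74 under robust dispersion with 5 calls lost, and 56 of 67 with only the groups of each comparison, with 11 gained.

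Across the fits that each left out one mouse, the number of genes ran from 138 to 276 for genotype at 8°C, from 0 to 369 for genotype at 30°C, and from 7 to 37 for the interaction. Genes up in both ran from 26 to 69, genes down in both from 18 to 59, and the share of opposite-direction genes from 73.5 to 89.05%. Cold in Cre- mice ran from 791 to 1343, derepressed genes from 97 to 151 and repressed genes from 222 to 345. The median log2 fold change of the muscle fibre set ran from -3.095 to -2.334 and passed the threshold in 1 fit. That of the thermogenic set ran from -0.09332 to 0.06013 and had the opposite sign in 5 fits. The fit without mouse m6 labelled Cre- at 30°C gave the extremes 369, 69, 59, 73.5% and 1343, and that without mouse m5 labelled BATdKO at 8°C gave 138.

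No paired analysis was possible because each library is from a different mouse and the numbers m1 to m6 pair no mice between groups. The planned settings with only the mice the paper used were not run, since the paper's text does not name them. Its log2 fold changes were closer to those of DESeq2 with all mice than to those of any fit without 1 mouse of the comparison. The B cell set had no value with only the groups of each comparison or under DESeq2 with the mean count, because its one gene was filtered out, and the interaction has no value with only the groups of one comparison. The smallest library, with 699703 counts, limits genes of low count in Cre- mice at 30°C.

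Of 100 divisions of the 12 mice at 8°C into 6 and 6, 1, the labelled one, gave as many as 227 genes. The highest other division gave 74 and the median was 0. For derepressed plus repressed genes 2 of 100 gave at least 387, with a median of 92 and a highest of 621 in other divisions. For cold, 1 of 100 divisions of the Cre- mice, the labelled one, gave as many as 1143, and the highest other gave 588.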

Differences from the paper's values

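Of 68 values set beside the paper's, 1 differed by the rule used here. Of the 68, 61 are log2 fold changes on the same experiment, so their closeness is no independent test. The paper's sheet of genes down in both comparisons states 52 genes, and 34 were found here. The stated number counts repeated names. The 45 rows of the sheet read here hold 42 distinct names, and 7 rows were not read, so the sheet holds at most 49 distinct names, and 34 is within 1.5 times of both 42 and 49. Among the alternatives set before the data were examined, fitting only the groups of each comparison gave 50, within 1.5 times the paper's number. The fits that each left out one mouse gave 18 to 59. The 59, without mouse m6 labelled Cre- at 30°C, is also within 1.5 times. DESeq2, the paper's tool, gave 22, robust dispersion estimates 20 and the adjusted threshold 4, while RLE normalization, no filter and the mean count of at least 10 gave 34 each, all further than 1.5 times from the paper's 52. DESeq2 with a mean count of at least 10, chosen after seeing the data, gave 22.

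The paper states that myogenic markers and Pdgfra were strongly lower. The direction is the same here, but none of the 6 genes has an adjusted p under 0.1 in edgeR (5 of 5 myogenic genes and Pdgfra have an unadjusted p under 0.05). With only the groups of each comparison in the model, Acta1 (adjusted p = 0.0532), Myh1 (0.0286), Myh2 (0.0166) and Myh4 (0.0606) passed, and Myh7 had too few counts to be tested. With DESeq2, Myh7 passed (0.0554, and 0.0562 with the mean count of at least 10, chosen after seeing the data). Across the other settings set before the data were examined these genes did not pass, apart from Myh2 in 2 of the 24 fits that each left out one mouse. Of the genes the paper names as repressed, Pfkp had an unadjusted p above 0.05 and an adjusted p of 0.583 here, and of those it names as up, Scd2 had an adjusted p of 0.619. With only the groups of each comparison both had an unadjusted p under 0.05, and Scd2 an adjusted p of 0.0283. In 3 of the fits that each left out one mouse Pfkp, and in 3 Scd2, had an unadjusted p under 0.05. The paper's stated average of 4.5 M reads per sample lies below the mean of 7.017 M counts on genes here. The rule did not count this as a difference because it lay within the SD between libraries (2.64 M). That SD is not the error of a mean, so the conflict stands, and its cause was not tested.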

Other observations

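The tests of hepatocyte and sex-linked genes, of exchanged labels and of the mouse labelled Cre- were chosen only after the result was seen. The test of the shared control mice was set before.

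Libraries labelled BATdKO had more, not fewer, counts of both deleted genes at 8°C. At 30°C both means were also higher, but neither gene passed the adjusted threshold with all mice (Tbl1x did in 2 and Tbl1xr1 in 1 of the 24 fits that each left out one mouse), and by exact permutation test the two-sided p was 0.026 for Tbl1x and 0.115 for Tbl1xr1. Whether the tags near the 3′ end cover the deleted exons was not tested, and no explanation for the higher counts was tested. Ucp1 had 1685 ± 293 CPM (SD, n = 6) under the BATdKO label and 1539 ± 375 CPM (SD, n = 6) under the Cre- label at 8°C (exact permutation test, two-sided p = 0.455), and it rose with cold in Cre- mice by 3.10 on the log2 scale (standard error 0.44, adjusted p = 2.67e-05 from edgeR's test). Adrb3 was lower with genotype at 8°C (log2 fold change -0.98, standard error 0.26, adjusted p = 0.0592), a call lost in 7 of the 24 fits that each left out one mouse and with robust dispersion estimates (adjusted p = 0.137), and Prdm16 was not distinguishable from no change (-0.22, standard error 0.31, adjusted p = 0.923).

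Genes changed in opposite directions by genotype and cold. Noise in the Cre- mice at 8°C, which enter both comparisons with opposite sign, is a candidate explanation. It would bring the share of opposite-direction genes to about 50% when the comparisons use separate mice. The median share was 74.2% with separate mice and 92.2% with shared mice, over 20 draws, so sharing mice raised the share. Every one of the 20 draws with separate mice lay above 50% (58.3 to 87.7%). The median Spearman correlation between both comparisons over all genes was -0.418 with shared and -0.0962 with separate mice. It was positive in separate draws 5, 10 and 18 (0.00234, 0.0108 and 0.0226). The draws reuse the same mice and are not independent. The spread around 50% under noise alone was not measured, so they do not decide whether this noise accounts for all of the excess. How many of the opposite-direction genes in the comparison of all mice come from this noise cannot be told apart here. In simulated counts with no gene changed, 102 genes were derepressed or repressed and 0 changed in the same direction.

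In edgeR with all mice, no gene passed the adjusted threshold between genotypes at 30°C. DESeq2 and some fits without one mouse did call genes, as given above. A candidate explanation for the lack of calls in edgeR is that the labels of mouse m6 of each genotype at 30°C were exchanged. It was noticed in the Tbl1xr1 values and then examined by exchanging each pair of mice. Of the 36 exchanges of 1 mouse labelled Cre- with 1 labelled BATdKO, the one of m6 with m6 gave 622 genes past the adjusted threshold and 2068 at an unadjusted p under 0.05, against 0 and 1303 for the labels as they stand. The next exchange gave 241, and the highest without the Cre- mouse m6 gave 17. Choosing the exchange with the most genes favours a high number, so the number itself is no test. On the genotype score, built at 8°C and thus not chosen on these mice, the Cre- mouse m6 had 1.135, above all 5 other BATdKO mice (1.011 to 1.112), and the BATdKO mouse m6 had 0.423, within the other Cre- mice (0.101 to 0.468). This may be an exchange of labels, and no independent record of the mice was used to test it. Both mice have consecutive numbers in the labels and adjacent columns of counts. The same holds for mouse m3 labelled Cre- and mouse m5 labelled BATdKO at 30°C, whose exchange gave 0 genes past the adjusted threshold. Being neighbours is thus no evidence by itself. Another division of the mice at 30°C gave 2087 adjusted genes, so that a high count alone is not evidence of a genotype effect. It remains a hypothesis, and every result in the text keeps the labels as given. A mouse that may carry the other genotype would also affect cold in Cre- mice. Without mouse m6 labelled Cre-, 355 genes were derepressed or repressed, against 387 with it and 363 to 429 without each other Cre- mouse at 30°C. Being the lowest of 6 can happen by chance for any given mouse, so this count alone does not settle it. The fit without this mouse was also the extreme of the 24 fits that each left out one mouse for cold in Cre- mice (1343 genes), genotype at 30°C (369), genes up in both (69), genes down in both (59) and the share of opposite-direction genes (73.5%). These measures share mice and genes and are not independent.

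Hepatocyte genes held 3.27 to 5.11% of counts in every library, and genes of the Mup family 10.9 to 16.5%. A list of 8 adipocyte genes held 0.0812 to 0.438%, and the 11 thermogenic genes 0.0766 to 0.357%. Liver tissue dissected with some samples would make the hepatocyte share differ between mice as that of muscle does, but the highest hepatocyte share was only 1.56 times the lowest. What gives a steady share in all libraries was not tested. Xist and Y-linked genes were counted together in all 24 of the libraries, with at least 26 counts of Xist and 35 of the Y-linked genes in each. This is what mixing RNA or reads of both sexes into every library would give. Reads of the X-linked copies counted on the Y-linked genes were weighed against it. The lowest median share of a pair counted on the Y-linked copy was 15.1%, for Eif2s3y with Eif2s3x, above the 5% set as a limit after the values had been seen. The labels call the mice female and the paper male. How both kinds of transcript came to every library cannot be settled from the counts.

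The means in the paper's table could not be rebuilt from these 24 libraries. The best combination of libraries left a median error of 12.5%, and 2148 of 3625 genes were off by more than 10%. For 10 genes, such as Sult3a1 and Clca1, the paper's mean lies above the highest raw count in any of the 24 libraries. These genes are outside the rule for named genes and were chosen after their values were seen. Each library had its own weight in the combination, so normalization by a factor per library does not account for the error. These values argue against means taken over the deposited counts of these libraries alone. Whether other libraries or other counts entered the paper's table was not tested. With DESeq2 and all mice, the median absolute difference from the paper's log2 fold changes was 0.00384 for genotype at 8°C, against 0.0319 to 0.0445 in the fits without 1 of the 12 mice at 8°C, and 0.00871 for cold, against 0.0201 to 0.0622 without 1 of the 12 Cre- mice. Leaving out a mouse outside the comparison moved it little and in some fits brought it closer, to 0.00271 for genotype without mouse m4 labelled Cre- at 30°C and to 0.00813 for cold without mouse m1 labelled BATdKO at 8°C. Of the fits with and without 1 mouse of a comparison, the one with all 12 was thus the closest in both comparisons. An earlier search over subsets with plain group means had pointed to all 12 mice at 8°C and, for cold, to leaving out mouse m4 labelled Cre- at 30°C, but without it the DESeq2 fit for cold lay farther from the paper's values (0.0201). DESeq2 fits without more than 1 mouse were not run.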
